# Widespread PERK-dependent repression of ER targets in response to ER stress

**DOI:** 10.1038/s41598-019-38705-5

**Published:** 2019-03-13

**Authors:** Nir Gonen, Niv Sabath, Christopher B. Burge, Reut Shalgi

## Abstract

The UPR (Unfolded Protein Response) is a well-orchestrated response to ER protein folding and processing overload, integrating both transcriptional and translational outputs. Its three arms in mammalian cells, the PERK translational response arm, together with the ATF6 and IRE1-XBP1-mediated transcriptional arms, have been thoroughly investigated. Using ribosome footprint profiling, we performed a deep characterization of gene expression programs involved in the early and late ER stress responses, within WT or PERK −/− Mouse Embryonic Fibroblasts (MEFs). We found that both repression and activation gene expression programs, affecting hundreds of genes, are significantly hampered in the absence of PERK. Specifically, PERK −/− cells do not show global translational inhibition, nor do they specifically activate early gene expression programs upon short exposure to ER stress. Furthermore, while PERK −/− cells do activate/repress late ER-stress response genes, the response is substantially weaker. Importantly, we highlight a widespread PERK-dependent repression program, consisting of ER targeted proteins, including transmembrane proteins, glycoproteins, and proteins with disulfide bonds. This phenomenon occurs in various different cell types, and has a major translational regulatory component. Moreover, we revealed a novel interplay between PERK and the XBP1-ATF6 arms of the UPR, whereby PERK attenuates the expression of a specific subset of XBP1-ATF6 targets, further illuminating the complexity of the integrated ER stress response.

## Introduction

Protein homeostasis is one of the hallmarks of cellular viability and a well-known factor in health and disease. Rapidly changing cellular environments demand robust cellular and molecular responses, enabling cell survival under extreme conditions. The endoplasmic reticulum (ER) is a main regulator for cellular protein homeostasis, translating up to 50% of all proteins in certain cells^1^. The ER is a hub for translation and trafficking of membrane bound, integrated membrane, and secreted proteins^2,3^. Furthermore, numerous proteins are subject to major post-translational modifications inside the ER, including disulfide bond formation and glycosylation^3^. ER-stress has long been known to elicit a complex cellular program, also termed the Unfolded Protein Response (UPR), which has evolved to allow cells to cope with dynamic changes in the protein folding and processing demands in the ER^2,4,5^. The metazoan UPR consists of three evolutionary distinct branches: IRE1-XBP1, ATF6 and protein kinase RNA-like endoplasmic reticulum kinase (PERK)^2,6^. While IRE1-XBP1 and ATF6 are known to mediate a transcriptional response, the PERK arm primarily elicits a global translational response, with a secondary, ATF4-mediated transcriptional component^7^. PERK has been shown to phosphorylate the Eukaryotic Initiation Factor 2 α (eIF2α) translation initiation factor, thereby inhibiting ribosomal ternary complex recycling^4,7^, to reduces global translation initiation rates. The secondary ATF4-dependnet transcriptional response induces a variety of genes necessary for adaptation to ER overload^2^. Accordingly, ATF4 upregulates the GADD34 phosphatase, which leads to eIF2α dephosphorylation, and subsequent relaxation in the translation initiation repression^2^.

Recent work has made a distinction between acute, early ER-stress response and chronic ER-stress, which is considered most relevant to disease^5,8^, occurring at the stage of eIF2α-phosphorylation relief and partial translational relaxation. Furthermore, a major role for eIF3-dependent translation during the chronic stage was described^8^. Additionally, a transient shift in the localization of mRNAs encoding membrane and secreted proteins away from ER-bound ribosomes towards cytosolic ribosomes has been reported to ensue shortly after triggering ER stress^9^.

PERK knockout (PERK −/−) cells have been useful for establishing PERK’s function in cellular homeostasis maintenance under ER-stress^10^. Previous genome-wide studies have used mRNA expression profiling to define a transcriptional response following a 6 h ER-stress in PERK −/− and ATF4 −/− cells^11,12^. These experiments have shown PERK-dependent metabolic changes enabling the maintenance of redox potential under ER-stress^12^.

Continuing the wide body of research on the role of PERK in ER stress, we sought to understand the early and sustained PERK-dependent components of the UPR in a transcriptome-wide manner. While the translational arm of the UPR is fairly immediate, the impact of the transcriptional arms on cellular gene expression takes time to manifest. Thus, the different arms of the UPR generate a complex integrated regulation of gene expression programs in various stages of the response. Furthermore, while PERK is known to elicit an eIF2α phosphorylation-mediated global translational repression in response to ER stress, its role in controlling the translation of specific gene expression programs still remains elusive. We therefore chose to approach these questions in a manner that examines gene expression programs as an integration of transcription and translation.

In this study we examined the PERK-dependent dynamic alterations in gene expression programs following ER-stress using ribosome footprint profiling^13^ on Wild-Type (WT) and PERK −/− Mouse Embryonic Fibroblasts (MEFs)^10^ treated with ER stress. We used Thapsigargin (Tg), a SERCA inhibitor, for short (1 h or 2 h) or long (5 h or 8 h) treatments, to examine the gene expression programs that govern either early or late responses to ER stress.

We characterized three major gene expression programs in response to ER stress in PERK WT MEFs: Early induction, late induction and repression. We further show that all three programs are markedly compromised in the absence of PERK. We describe a widespread, PERK-dependent repression program consisting of ER target genes, including transmembrane proteins, glycoproteins, and proteins with disulfide bonds. Finally, we reveal that PERK attenuates a specific subset of XBP1-ATF6 target genes, thereby unraveling a complex interplay between the different arms of the UPR.

## Results

### Exploring PERK dependent early and late ER stress gene expression programs

In order to identify gene expression programs that are activated or repressed in a PERK dependent manner during ER stress, we used Mouse Embryonic Fibroblast (MEF) cells that are either WT or were knocked out for PERK (PERK −/−)^10^. We treated these cells with Tg (1 µM), for various durations to assay both the early, immediate, response to ER stress (1 h or 2 h), as well as the late adaptive ER stress response (5 h or 8 h).

We first performed polysome profiling, to look at the global kinetics of the early and late translational responses ER stress. WT MEFs exhibited marked translational repression, which was maximal at 1 h of ER stress, and showed a time dependent relaxation, indicative of gradual adaptation (Fig. 1A). In contrast, PERK −/− MEFs showed no change in their global overall translation levels, and only at the 8 h timepoint a slight repression of translation was observed (Fig. 1B). However, even at 8 h, the degree of translational repression observed in PERK −/− MEFs did not resemble nearly any of the treatments of WT MEFs.

**Figure 1:**
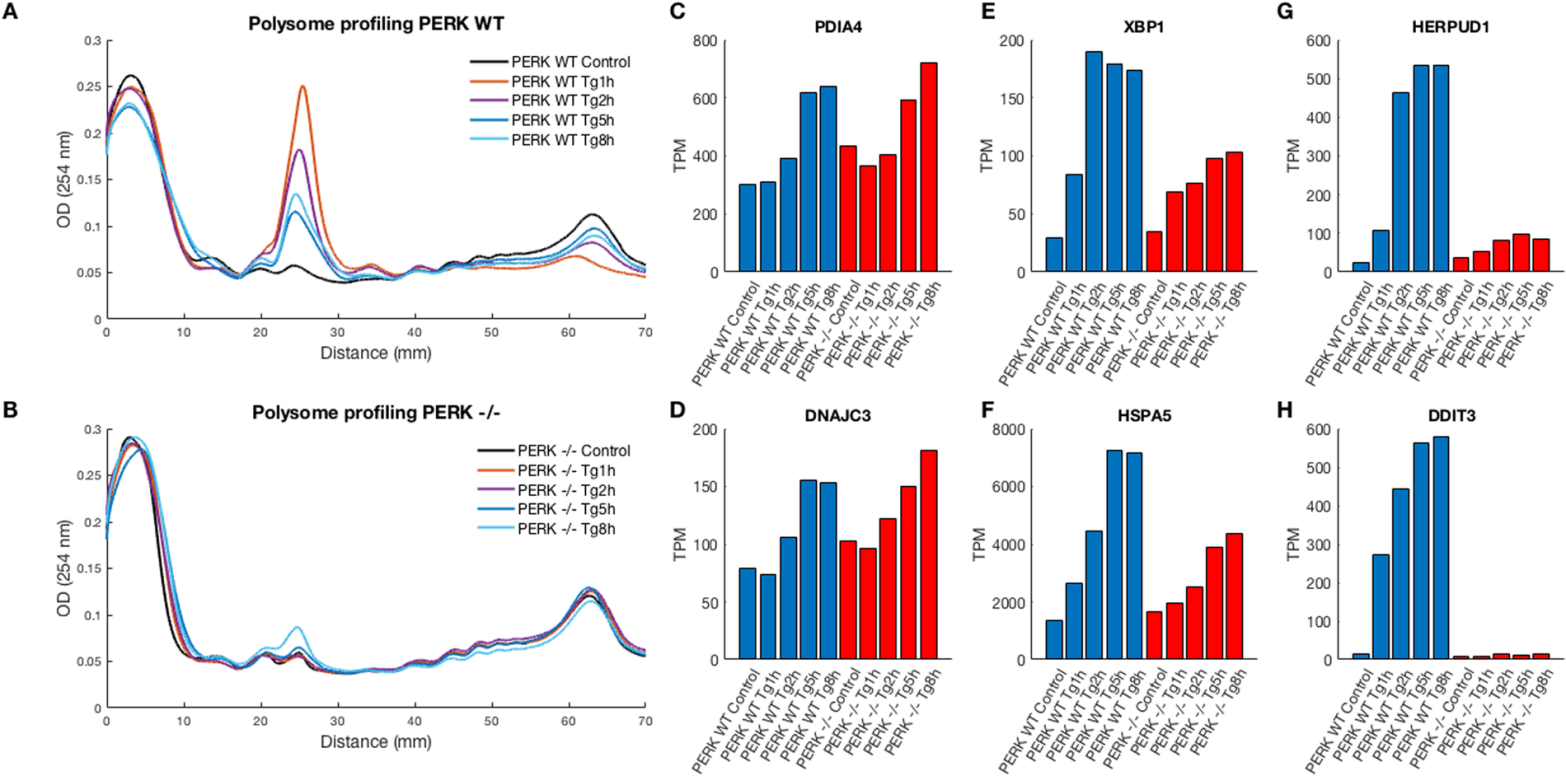
PERK-dependent translational repression dynamics. (**A**,**B**) Polysome profiling demonstrated overall translational repression and partial recovery upon ER stress in PERK WT MEFs but not in PERK −/− MEFs. RNAs were separated on a sucrose gradient (10–50%) using an ultracentrifuge, and the gradients were read using a UV reader. The graph shows the amount of RNA bound by different size polysomes in the different conditions. Polysome/monosme ratios (P/M), used to measure the level of overall translation, as the ratio between the polysome area under the curve (4-somes and up) to the monosome area under the curve, were calculated throughout Tg treatment in PERK WT and PERK −/− cells. (**A**) PERK WT P/M decreased sharply following Tg treatment and showed relaxation in a time-dependent manner: Control P/M = 5.97; Tg 1 h P/M = 1.17; Tg 2 h P/M: 1.79; Tg 5 h P/M = 2.85; Tg 8 h P/M = 2.38. (**B**) PERK −/− P/M did not show an immediate decrease following Tg treatment, with the exception of a slight repression after 8 h: Control P/M = 6.35; Tg 1 h P/M = 6.44; Tg 2 h P/M = 6.55; Tg 5 h = 5.72; Tg 8 h = 4.22. (**C**–**H**) Selected ER stress response genes altered during Tg treatment in PERK WT and PERK −/− cells. All bar plots depict gene expression TPM values in PERK WT and PERK −/− cells following Tg treatments (Control, Tg 1 h, Tg 2 h, Tg 5 h, Tg 8 h). ER-stress related genes showed three distinct activation patterns: while PDIA4 and DNAJC3 were activated in an PERK-independent manner (**C**,**D**); XBP1 and HSPA5 (BiP) have shown a partial dependence on PERK (**E**,**F**); HERPUD1 and DDIT3 (CHOP) showed a complete dependence on PERK (**G**,**H**).

We then performed ribosome footprint profiling, to look at the gene expression programs that are regulated under the different conditions. 

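Ribosome footprints were sequenced from PERK WT and PERK −/− mouse embryonic fibroblasts (MEFs), untreated (control) or treated with 1 μM of the ER stressor thapsigargin (Tg) for 1, 2, 5 or 8 h. Each of the 10 conditions was 1 library, so no difference could be set against the spread between replicates. The authors kept footprints of 22 to 34 nt, removed rRNA and tRNA reads with STAR and aligned the rest with Bowtie2 to the RefSeq coding sequences of mm10, clipped by 30 nt at each end, without transcripts under 100 nt. RSEM then gave expected counts and TPM values for 22406 gene symbols. The total expected counts in WT MEFs were 11949174 in the control, 3609292 at 1 h, 2525029 at 2 h, 5617552 at 5 h and 11178364 at 8 h. Those of PERK −/− MEFs were 6735073 in the control, 10011722 at 1 h, 14799515 at 2 h, 8035736 at 5 h and 7446112 at 8 h. A limit of 3 counts was equal to 1.19 CPM in the smallest library and 0.203 in the largest. TPM values are shares of a library, so a change means a gain or a loss relative to the other genes. From here, the 10432 genes with a mean TPM of at least 2 over the 10 libraries were used, TPM values under 4 were raised to 4, and each Tg library was compared with the control of its genotype. The 95% interval of a single gene's change was the exact conditional (Clopper-Pearson) interval of its expected counts per library total, which covers counting error only. The 95% interval of a median over genes came from the binomial order statistics, and each list's median was ranked among 10000 random lists matched on mean TPM in 20 bins. Neighbouring time points served as a yardstick in place of replicates. Between WT 5 h and 8 h, 15 genes were at least 2-fold apart (SD of the log2 ratios 0.19), and between WT 1 h and 2 h, 421 genes (SD 0.46). Between PERK −/− 1 h and 2 h, 104 genes were that far apart (SD 0.30), and between PERK −/− 5 h and 8 h, 720 genes (SD 0.54). Between 2 h and 5 h there were 188 such genes in WT (SD 0.35) and 1091 in PERK −/− MEFs (SD 0.61). The last number exceeds that of any PERK −/− Tg library against its control, which was at most 838. The untreated libraries of the 2 genotypes differed at least 2-fold in 835 genes.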

Ribosome footprint profiling provides relative protein synthesis levels in each sample, allowing us to characterize mRNAs which translation is preferentially enhanced or repressed (see Materials and Methods).

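Rounded expected counts were transformed with the variance-stabilizing transformation of DESeq2, and the 500 most variable genes were taken, as in its plotPCA function. PC1 held 69.5% of the variance of these genes and PC2 12.2%. On PC1, the 5 WT libraries lay between 9.63 and 22.0 and the 5 PERK −/− libraries between −17.4 and −15.4. On PC2, the WT libraries were ordered by time, with 15.0 in the control, 4.96 at 1 h, −1.35 at 2 h, −6.04 at 5 h and −7.05 at 8 h. The PERK −/− libraries lay at 4.06 in the control, 4.64 at 1 h, 1.60 at 2 h, −7.84 at 5 h and −7.94 at 8 h, so the control and 1 h were not in the order of time. The choice of genes moved the values most. With all expressed genes, PC2 held 18.8%, and the PERK −/− control lay at 1.23, between 16.4 at 2 h and −21.1 at 5 h.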

Principle Component Analysis (PCA) of the data showed a clear separation between WT and PERK −/− MEFs, as well as a gradual temporal separation of ER stress durations (Fig. S1A). 

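Eif2ak3, which encodes PERK, lies on chromosome 6 of mm10 from 70844484 to 70905241. It had 254, 52, 48, 187 and 365 expected counts in WT MEFs (control, 1, 2, 5 and 8 h) and 74, 90, 113, 106 and 142 in PERK −/− MEFs. In CPM it was lower in PERK −/− MEFs at each time, with 11.0 against 21.3 in the controls and 19.1 against 32.7 at 8 h. Its TPM and its counts moved apart, since the WT change at 1 h was 0.49 (log2) in TPM and −0.56 in counts per library total, so its TPM values are not compared here. Pdia4 (chromosome 6, 47796141 to 47813512) rose 2.11-fold in TPM at 8 h in WT MEFs and 1.67-fold in PERK −/− MEFs. The log2 changes of its counts were 1.08 (95% interval 1.04 to 1.12) and 0.73 (0.68 to 0.77), from controls of 303 and 432 TPM. Dnajc3 (chromosome 14, 118937932 to 118981702) rose 1.93-fold and 1.77-fold, and the intervals of its counts overlapped (0.86 to 1.05 in WT and 0.71 to 0.92 in PERK −/− MEFs). Hspa5 (chromosome 2, 34772090 to 34776529) rose 5.27-fold in WT and 2.66-fold in PERK −/− MEFs, and Xbp1 (chromosome 11, 5520641 to 5525993) 5.95-fold and 2.99-fold. Herpud1 (chromosome 8, 94386429 to 94395371) rose 20.9-fold in WT and 2.35-fold in PERK −/− MEFs, where the log2 change of its counts was 1.28 (1.09 to 1.47). Ddit3 (chromosome 10, 127290793 to 127296291) went from 82 to 3156 counts in WT MEFs, 42.0-fold in TPM. In PERK −/− MEFs it went from 21 to 49 counts, 1.93-fold in TPM and 1.08 (0.31 to 1.89) as the log2 change of counts. Of these 8 h values, the WT change of Herpud1 was moved most by another scaling, from 4.38 to 4.18 (log2) with DESeq2 size factors.

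**Figure D1:**
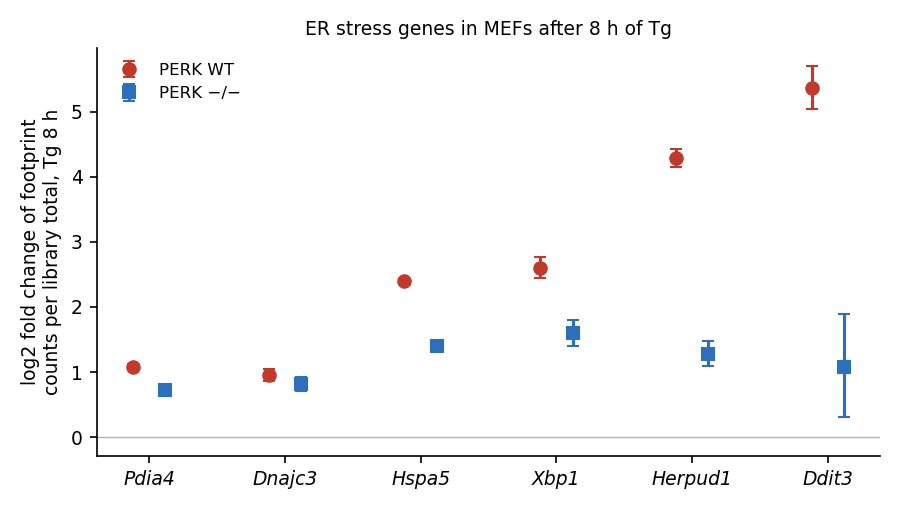
Log2 change of expected counts per library total at 8 h of Tg against the control of the same genotype, for Pdia4, Dnajc3, Hspa5, Xbp1, Herpud1 and Ddit3 in WT and PERK −/− MEFs, with 95% counting intervals (1 library per condition). The value in PERK −/− MEFs lies above 0 for each gene and below the WT value, with overlapping intervals for Dnajc3.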

Classical ER stress target genes showed one of three expression patterns: an ER stress-mediated PERK independent upregulation (Fig. 1C,D), an ER stress-mediated upregulation that was partially PERK-dependent, such as in the cases of BiP (HSPA5) and XBP1 (Fig. 1E,F), or complete PERK dependence, with the examples of CHOP (DDIT3) and HERPUD1 (Fig. 1G,H). 

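The tables give footprints per coding sequence without their frame or position, so an upstream ORF that overlaps the coding sequence of Atf4 is not told apart from its main ORF. On this coding sequence (chromosome 15 of mm10, 80255184 to 80257545), TPM in WT MEFs was 34.5 in the control and 487, 551, 569 and 576 at 1, 2, 5 and 8 h. These are increases of 14.1, 16.0, 16.5 and 16.7-fold, most of which was in place at 1 h. The expected counts were 429 in the control and 6703 at 8 h, a log2 change of 4.06 (95% interval 3.92 to 4.21).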

Finally, ATF4 translation showed the expected pattern of uORF (upstream Open Reading Frame) translation^14^, with a marked temporal increase in ribosome occupancy on its main ORF following ER stress in WT MEFs (Fig. S1B). 

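In PERK −/− MEFs, the coding sequence of Atf4 had 289 expected counts in the control and 266, 553, 514 and 447 at 1, 2, 5 and 8 h of Tg, above the limit of 3 counts. How many of these come from the main ORF cannot be read from gene tables. In TPM these were 41.4 in the control and 25.1, 34.2, 60.2 and 58.2. The log2 change of the counts per library total was −0.69 at 1 h (95% interval −0.94 to −0.45) and −0.20 at 2 h (−0.41 to 0.01). It was 0.58 at 5 h (0.37 to 0.79) and 0.48 at 8 h (0.27 to 0.70).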

PERK −/− MEFs did not show any ATF4 translation prior to, or upon ER stress (Fig. S1B), consistent with the lack of eIF2α-phosphorylation in these cells upon ER stress^10^.

Interestingly, examining the positional occupancy of ribosome footprints along ORFs showed a weak but significant accumulation of ribosomes at the 5′ ends of ORFs, until around position 140 bases downstream to the AUG (Fig. S2A). This is consistent with a similar observation from a recent study^9^. We and others have previously observed ribosome accumulation at 5′ ends of ORFs in similar positions following heat shock^15^ and another proteotoxic stress condition^16^ and showed that they are consistent with ribosomes paused in elongation. In the case of ER stress, however, while highly significant (p-value < 10^−300^ in all timepoints relative to control, using a KS-test), the magnitude of pausing was much smaller than observed under heat shock. Specifically, a ~25–35% increase in pausing was observed under ER-stress at different times compared to control, vs. a 3-fold increase observed in heat shock^15^. Notably, PERK −/− MEFs did not show any 5′-end ribosome accumulation (Fig. S2B).

### Ribosome footprint profiling revealed three major gene expression programs in response to ER stress

Next, we turned to ask what were the major gene expression programs that were characteristic of the early and late ER stress responses. To this end, we performed a clustering analysis of the Transcripts Per Million (TPM) values of the 1658 genes that changed their expression under ER stress in PERK WT cells (see Materials and Methods). 

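In the deposited tables, 1660 genes changed at least 2-fold against the WT control at 1, 2, 5 or 8 h and had at most 1 of their 5 WT values under 4 TPM. This limit on low values was read from Table S5, of which only an excerpt was at hand. There it selects the same 150 genes that the table marks as cluster members, while the expression and fold rules of the methods alone select 161 in the excerpt and 1803 in the full tables. The excerpt holds 1997 genes found by symbol, and their TPM values were identical to the deposited ones. In 20 simulated sets of 5 libraries that differ by counting error alone at the WT depths, between 36 and 54 genes passed the same rule. At 1 h, 452 of the expressed genes were up and 239 down at least 2-fold in WT MEFs, at 2 h 590 and 418, at 5 h 611 and 370, and at 8 h 673 and 404. The size of the excess of genes that went up depends on the scaling, since with TMM factors 364 were up and 313 down at 1 h, 492 and 497 at 2 h, 499 and 470 at 5 h, and 568 and 505 at 8 h. The fold threshold moved the selection most, to 381 genes at 3-fold, and with values under 1 TPM raised to 1 it held 2517 genes, all 1660 included.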

The analysis revealed three major gene expression programs: (1) Early induction (Fig. 2, red cluster), containing 505 genes that were markedly upregulated in either 1 or 2 h following stress, and somewhat relaxed during 5 h and 8 h of stress; (2) Late induction (Fig. 2, blue cluster), including 495 genes that gradually increased in their expression and showed a maximal induction at the 5 h and 8 h timepoints; (3) Repression (Fig. 2, black cluster), containing 658 downregulated genes.

**Figure 2:**
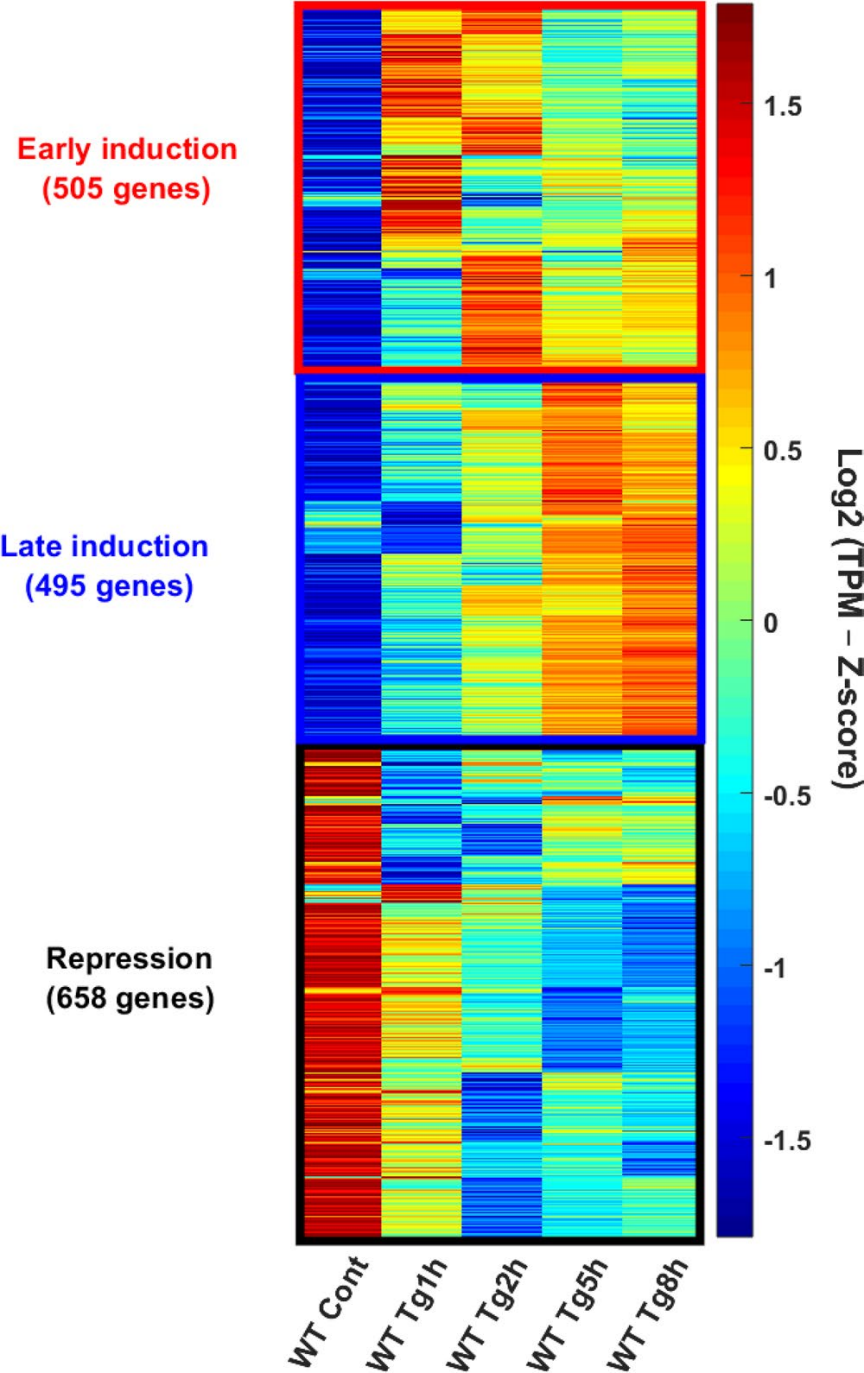
Major gene expression programs in response to ER stress. Hierarchical clustering analysis was performed using 1658 genes that were changed at least two-fold compared to Control in any of the time points following Tg treatment (1 h, 2 h, 5 h and 8 h) in WT MEFs. Heatmap depicting hierarchally clustered genes TPMs, according to their spearman correlation. Z-score normalization was further performed for visualization purposes. The genes clustered into three distinct groups: Early induction (red cluster): 505 genes showing maximal activation during early time-points (1,2 hr) and relaxation in later timepoints (5,8 hr); Late Induction (blue cluster): 495 genes with a gradual activation throughout later timepoints (5,8 hours); Repression (black cluster): 658 genes strongly reduced during all timepoints.

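Each of the selected genes was given a program by the rank order of its 5 WT values. A rank order seen among the 150 members in the Table S5 excerpt took the program marked there (50 rank orders), and the 245 genes with another took the program whose members had the highest mean Spearman correlation with it. This gave 501 early induction, 516 late induction and 643 repression genes. With average linkage on Spearman correlations in place of the rank orders, early induction held 320 genes. In WT MEFs, the median change of the early induction genes was 116% at 1 h and 117% at 2 h. That of the late induction genes was 42.7% and 89.4%, and that of the repression genes −40.6% and −52.1%. The genes were chosen on these same libraries. When they were chosen on a random part of the counts, the medians in the remaining counts were smaller by up to 0.24 (log2) at 1 and 2 h. Among genes with at least 100 expected counts in both libraries compared, Klf10 (10.1-fold), Sesn2 (9.12-fold) and Id3 (7.95-fold) had the largest increases of the early program, all at 2 h. In the late program they were Herpud1, Ppp1r15a (16.8-fold at 8 h) and Atf4. In the repression program, the log2 change was −2.88 for Hmga2 at 5 h, and −2.76 for Angptl2 and −2.34 for Ptms at 8 h.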

We compared our gene expression programs to a recently published polysome-sequencing data by Guan *et al*. of MEFs subject to either 1 h or 16 h of Tg treatment^8^, and reassuringly, our results were recapitulated in this dataset (Fig. S3A–C). Furthermore, we compared the gene expression in our PERK −/− cells to MEFs treated with a PERK inhibitor following 16 h of ER stress from Guan *et al*., and found that genes that were induced or repressed in PERK −/− cells at 8 h of Tg were also significantly induced or repressed respectively at 16 h Tg-stressed cells treated with a PERK inhibitor (Fig. S3D).

To further substantiate the robustness of the major gene expression programs that we have identified in WT MEFs, we performed an additional experiment in NIH3T3 cells. NIH3T3 cells were exposed to ER stress (Tg) for either 2 h or 7 h, followed by polysome profiling and ribosome footprint profiling. 

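NIH3T3 cells, a line of mouse embryonic fibroblasts, gave 3 footprint libraries, 1 each for the control and for 200 nM Tg at 2 h and at the late time point. The late time point is 7 h in the paper's text and Fig. 3, while the column heading of Table S5B gives 8 h. The authors processed these reads as those of the MEFs. The total expected counts were 11121006 in the control, 2569965 at 2 h and 5756011 at 7 h, so that the limit of 3 counts was equal to 0.270, 1.17 and 0.521 CPM. A mean TPM of at least 2 over the 3 libraries held for 10117 genes, of which 9367 were also expressed in MEFs. Eif2ak3 was at 34.6 CPM in the control, 25.7 at 2 h and 49.7 at 7 h. Simulated libraries that differ by counting error alone at these depths gave between 12 and 33 genes changed at least 2-fold. The program genes had been chosen in MEFs, so their NIH3T3 values carry no selection.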

Polysome profiling showed a similar trend of overall translational inhibition at 2 h of ER stress, which relaxed at the 7 h timepoint (Fig. 3A). Using ribosome footprint profiling, we found that the three major gene expression programs were largely recapitulated in NIH3T3 cells (Figs 3B–D and S4), demonstrating the generality of our findings.

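Of the early induction genes, 466 were expressed in NIH3T3 cells. Their median log2 change was 0.41 at 2 h (95% interval 0.30 to 0.50) and 0.24 at 7 h (0.10 to 0.32), and 319 of them were up at 2 h. The 467 late induction genes had a median of 0.03 at 2 h (−0.03 to 0.07), with 237 up, and of 0.43 at 7 h (0.34 to 0.53), with 318 up. For the 581 repression genes the median was −0.52 at 2 h (−0.58 to −0.49) and −0.51 at 7 h (−0.56 to −0.41), with 478 and 442 genes down. Random lists of equal expression had medians of −0.18 to −0.19 at 2 h, when the median over all expressed genes was −0.13, and of −0.04 to −0.06 at 7 h. Both induction programs lay above all 10000 lists at both times, and the repression program below them. The early induction genes at 2 h were moved most by the fold threshold, to 0.80 at 3-fold. With average linkage their median at 7 h was 0.04. From the shift of each program against all expressed genes in Fig. 3B–D, the paper concludes that its findings are general.

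**Figure D2:**
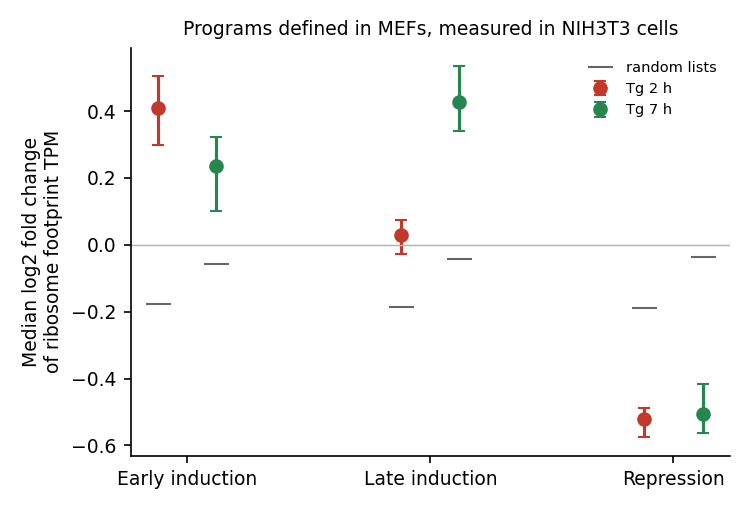
Median log2 change of the early induction, late induction and repression genes in NIH3T3 cells after 2 h (red) and 7 h (green) of Tg, with 95% intervals of the median over genes (1 library per condition). Grey ticks mark the median of random lists matched on mean TPM, and the late induction genes at 2 h lie near 0 at 0.03.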

**Figure 3:**
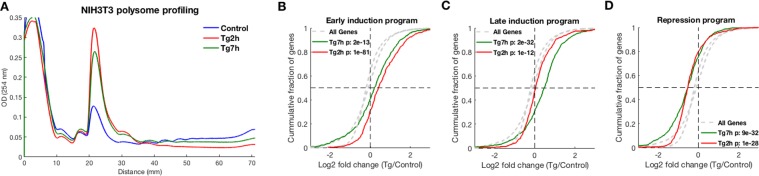
ER stress gene expression programs are recapitulated in NIH3T3 cells. (**A**) Polysome profiling of NIH3T3 cells showed major repression following 2 h of Tg treatment, and a partial relaxation at 7 h post Tg treatment (P/M ratios are: Control – 1.7, Tg 2 h – 0.42, Tg 7 h – 0.65). (**B**–**D**) Log2 fold changes (LFCs) of the genes from the three major ER stress gene expression programs, namely early induction (**B**), late induction (**C**) and repression (**D**), were calculated using ribosome footprint profiling data of Tg treated NIH3T3 cells for either 2 h (red) or 7 h (green). CDF plots demonstrate the cumulative fraction of each set of genes (y-axis), as a function of their log2 fold change (LFC) (x-axis) relative to control. Background distributions (LFC values of all expressed genes) in either 2 h Tg or 7 h Tg are marked in dashed grey lines. The analysis demonstrated that the three ER stress gene expression programs that were identified in MEFs were recapitulated in NIH3T3 cells. T-test p-values between each distribution and its respective background are indicated.

### Both early and late induction gene expression programs are PERK dependent

We next characterized which pathways were enriched within the induction gene expression programs. 

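The nucleosome core entry of Table S1A holds 26 genes, of which 25 were placed in early induction here and 1 in late induction. The study chose them on the WT libraries. Their median log2 change in WT MEFs was 1.53, 1.71, 1.35 and 1.40 at 1, 2, 5 and 8 h, and all 26 were up at each time. Without PERK it was 0.01 (95% interval −0.13 to 0.18), 0.04 (−0.11 to 0.28), 0.35 (0.02 to 0.58) and 0.02 (−0.11 to 0.26). The PERK −/− median at 2 h was moved most by the scaling, to 0.26 with TMM factors, and at 8 h its sign changed, to −0.03 with TMM factors and −0.02 with DESeq2 size factors. Histone genes have near-identical copies, so RSEM divides reads between members of this list.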

Functional analysis of the early induction program showed an enrichment for specific classes of histones as well as other DNA-binding proteins (Table S1A), as has been reported previously^9^. 

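The 18 genes that Table S1B lists for response to ER stress were selected by the study from the WT libraries, and 17 of them were placed in late induction here. In WT MEFs their median log2 change was 1.03, 1.58 and 2.51 at 1, 2 and 5 h, with a 95% interval of 1.41 to 4.06 at 8 h. The PERK −/− median was −0.25 at 1 h and −0.25 at 2 h (−0.03 with TMM factors), then 0.56 at 5 h and 0.71 at 8 h (95% interval 0.42 to 1.23), where 3 of the 18 were down. Table S1B also has a nucleosome core entry, whose 23 genes include 0 of those of Table S1A. Here 11 of them were placed in early and 12 in late induction. Their WT medians were 0.97, 1.24, 1.23 and 1.51. Their PERK −/− medians were −0.17 at 1 h, −0.17 at 2 h (0 with TMM factors), 0.45 at 5 h and 0.05 at 8 h, the last with a change of sign to −0.05 with TMM factors and −0.04 with DESeq2 size factors.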

The late induction program was significantly enriched with genes annotated as “response to ER stress”, as expected (Table S1B). Additionally, the late induction program showed an enrichment for amino acid biosynthetic processes, in agreement with previous reports by Harding *et al*.^12^ using a different ER stressing agent, Tunicamycin (TM).

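The amino-acid biosynthesis entry of Table S1B holds Adi1, Aldh18a1, Asns, Cth, Got1, Mri1, Phgdh, Psat1, Psph and Pycr1. All 10 were placed in late induction. In WT MEFs their median log2 change was 0.06 at 1 h, with a change of sign to −0.02 with TMM factors, and 1.12, 1.54 and 1.59 at 2, 5 and 8 h. At 8 h the changes ran from 1.07 for Phgdh to 2.91 for Psph. The PERK −/− median was −0.25, −0.31, 0.04 and 0.50 at the 4 times, and at 8 h 8 genes were up, each less than 2-fold, and 2 were down.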

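In PERK −/− MEFs, the 501 early induction genes had a median change of −5.42% at 1 h (95% interval −8.67% to −0.526%) and −10.7% at 2 h (−15.6% to −7.65%). Random lists matched on mean TPM had medians of −7.59% and −11.9%, and the program stood at the 93.5 and 76.3 percentile of these lists. The sign depends on the GC content of the genes, whose median is 57.5% against 52.8% in all expressed genes. With the trend of each library on GC content removed, a setting chosen after seeing the data, and the programs assigned anew, the medians were 3.25% and 1.34%. For the same 501 genes, where a sequence was known, they were 4.70% and 3.78%. Against random lists matched on both mean TPM and GC content, the program lay at the 100 percentile at both times. At 2 h, the log2 change of counts was 0.22 for Klf10 (95% interval −0.01 to 0.46), −1.67 for Sesn2 (−2.19 to −1.16) and −0.02 for Id3 (−0.16 to 0.13). Klf10 was up at 1 h, by 0.86, with 0.63 as the low end of its interval.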

Examination of the early induction cluster showed that the increase in expression at the 1 h and 2 h timepoints was completely PERK dependent, while at the 5 h and 8 h timepoints, a very weak yet significant induction was observed in PERK −/− cells (Figs 4A,B and S5A,B). Whereas the early induction program genes showed a median induction of 80% and 89% at the 5 h and 8 h of ER stress respectively, their median fold change was 12% and 11% in the PERK −/− cells at these timepoints.

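In WT MEFs, the median change of the early induction genes was 79.5% at 5 h (95% interval 72.5% to 83.8%) and 87.7% at 8 h (79.0% to 91.6%). In PERK −/− MEFs it was 10.8% (4.09% to 17.1%) and 11.0% (7.77% to 14.9%), when random lists had medians of −0.532% and 5.12%. The PERK −/− medians lay at the 100 and the 99.9 percentile of the random lists. At 5 h, 288 of the 501 genes were up in PERK −/− MEFs, and at 8 h 303. The fold threshold moved the medians at 8 h most, since at 3-fold they were 152% in WT and 2.10% in PERK −/− MEFs. The PERK −/− median at 5 h was 3.14% at 3-fold and 18.7% with average linkage.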

**Figure 4:**
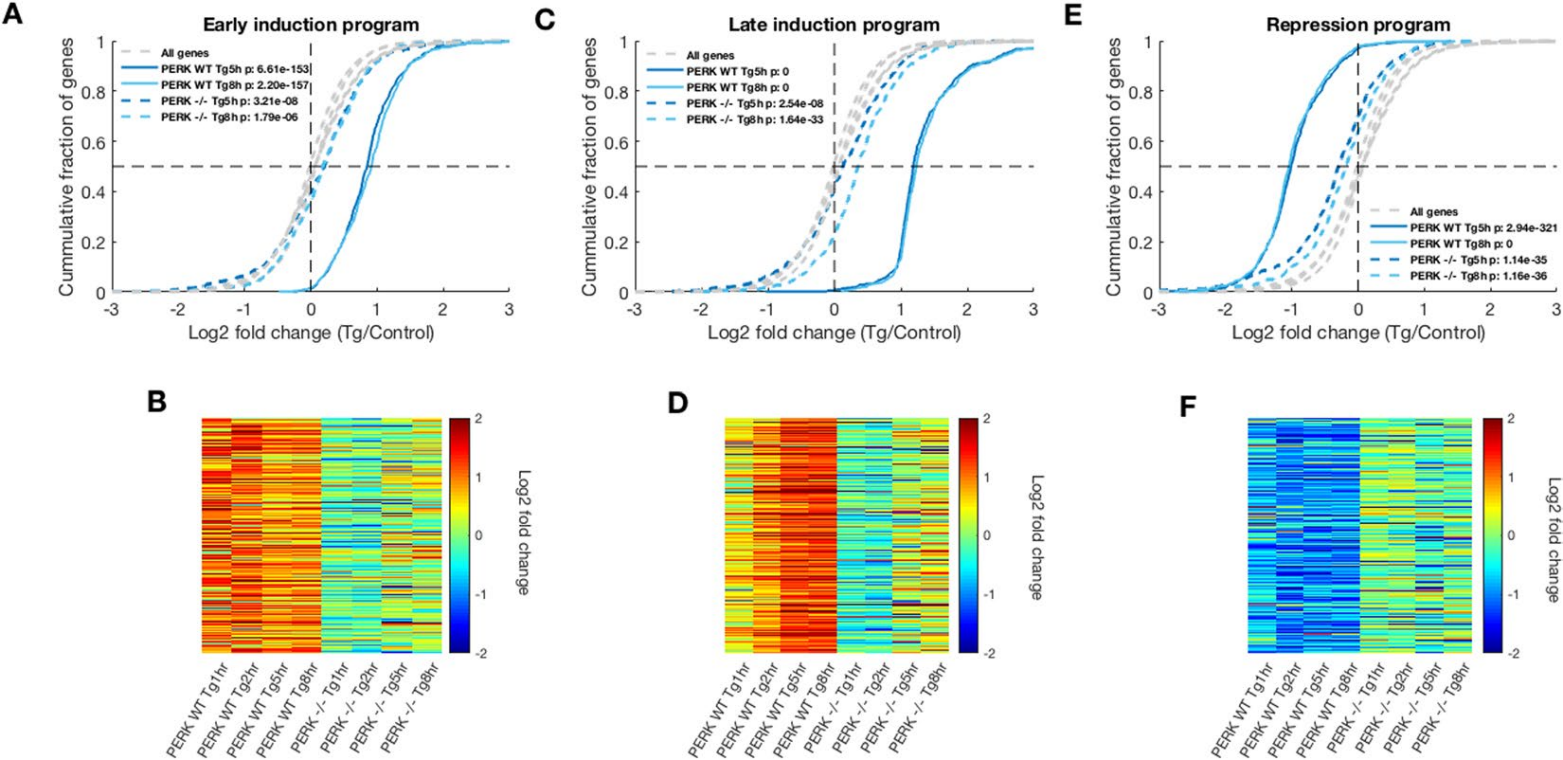
ER stress gene expression programs are impaired in the absence of PERK. (**A**,**C**,**E**) CDF plots depicting the log2 fold change (LFCs) of the early induction (**A**) late induction (**C**) and repression (**E**) gene expression programs within late timepoints. Grey dashed lines indicate the background distributions of the LFCs of all expressed genes in the different timepoints, t-test p-values between each distribution and its respective background are indicated. LFCs in PERK −/− cells (blue dashed lines) were significantly shifted, however the changes  were extremely weak. (**B**,**D**,**F**) Heatmaps of LFCs of the early induction (**B**); late induction (**D**) and repression (**F**) gene expression program genes, clustered according to PERK WT TPMs, further illustrate the impaired regulation in PERK −/− cells.

Late induction cluster genes showed a slight aberrant repression in the early timepoints in PERK −/− MEFs (Fig. S5C,D), while at the later timepoints, a small yet significant induction was observed (Fig. 4C,D). 

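At 1 h, the median change of the 516 late induction genes in PERK −/− MEFs was −16.6% (95% interval −19.7% to −14.5%), and at 2 h −23.7% (−25.3% to −20.4%). Random lists matched on mean TPM had medians of −7.97% and −12.0%, and the program lay at the 0 percentile at both times. The median GC content of these genes is 57.4%. Among random lists matched on GC content as well, the program lay at the 9.68 and the 5.97 percentile, and with the GC trend of each library removed (chosen after seeing the data) the medians of the same genes were −5.45% and −5.06%.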

Whereas the median fold change of the late induction genes was 128% and 136% in the PERK WT cells following 5 h and 8 h of Tg respectively, only 9% and 26% median induction values were observed in PERK −/− cells at these timepoints.

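The median change of the late induction genes in WT MEFs was 127% at 5 h (95% interval 123% to 131%) and 134% at 8 h (129.6% to 139%). In PERK −/− MEFs it was 7.52% (1.49% to 13.9%) and 25.3% (22.1% to 30.1%), at the 100 percentile of random lists at both times. At 8 h, 377 of the 516 genes were up in PERK −/− MEFs and 68 of them at least 2-fold, and Ppp1r15a had a log2 change of counts of 0.41 (−0.06 to 0.88).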

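Of the 10432 expressed genes, 75 were up and 353 down at least 2-fold in PERK −/− MEFs at 1 h, and 65 and 603 at 2 h. Counting error alone gave up to 11 such genes at 1 h and up to 8 at 2 h in 20 simulations. The median change over all expressed genes was −4.34% and −7.41%, which TMM factors brought to 0. With those factors, 138 genes were up and 305 down at 2 h.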

Taken together, we observed that PERK −/− cells were highly impaired in eliciting the desired gene expression program in the early response, (Figs 4 and S5). Interestingly, at the late timepoints, cells were still unable to produce the full extent of activation of the required gene expression programs and showed a poor level of induction (Fig. 4A–D).

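At 5 h, 340 genes were up and 498 down at least 2-fold in PERK −/− MEFs, and at 8 h 342 and 285. With TMM factors these were 290 and 466 at 5 h and 230 and 333 at 8 h, so which direction is more frequent at 8 h depends on the scaling. Over the 4 times, 1475 genes changed under the rule used for WT MEFs. They included 434 of the 1660 genes changed in WT MEFs (26.1%). Across the expressed genes, Spearman's rho between the WT and the PERK −/− changes was −0.0403 at 1 h, −0.112 at 2 h, 0.172 at 5 h and 0.248 at 8 h, with genes that are not independent replicates.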

### PERK-mediated repression of ER targets during ER stress is a major component of the UPR

We next turned to characterize which pathways were enriched within the repression gene expression program. 

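The cell surface (40 genes), signal-anchor (33 genes) and extracellular space (55 genes) entries of Table S1C were available in full, while the longer entries for membrane proteins, signal peptides and glycoproteins were not. The study selected all of these from the WT libraries. In WT MEFs at 1, 2, 5 and 8 h, the median log2 change of the extracellular space genes was −0.62, −0.94, −1.13 and −1.15. At 1, 5 and 8 h that of the cell surface genes was −0.76, −1.13 and −1.29, with 39 of 40 down at 2 h. At 1, 2 and 8 h that of the signal-anchor genes was −0.78, −1.14 and −0.99, with all 33 down at 5 h. Without PERK, the cell surface genes had medians of −0.22, −0.44, −0.70 and −0.44, with 35 of 40 down at 8 h. The extracellular space genes had medians of −0.22, −0.46, −0.65 and −0.43. The signal-anchor genes had medians of −0.25, −0.42, −0.34 and, at 8 h, 0.07 (95% interval −0.23 to 0.27). These medians were moved most at 2 h in PERK −/− MEFs, to −0.23, −0.17 and −0.24 with TMM factors for cell surface, signal-anchor and extracellular space genes.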

The repression program showed a significant enrichment for many functional annotation categories, which mainly converged upon two main themes (Fig. 5A, Table S1C): membrane, transmembrane, signal peptide-containing proteins and cell surface proteins, which represent a major class of ER-targeted proteins; and disulfide-bond containing proteins and glycoproteins, representing proteins undergoing post-translational modifications inside the ER.

**Figure 5:**
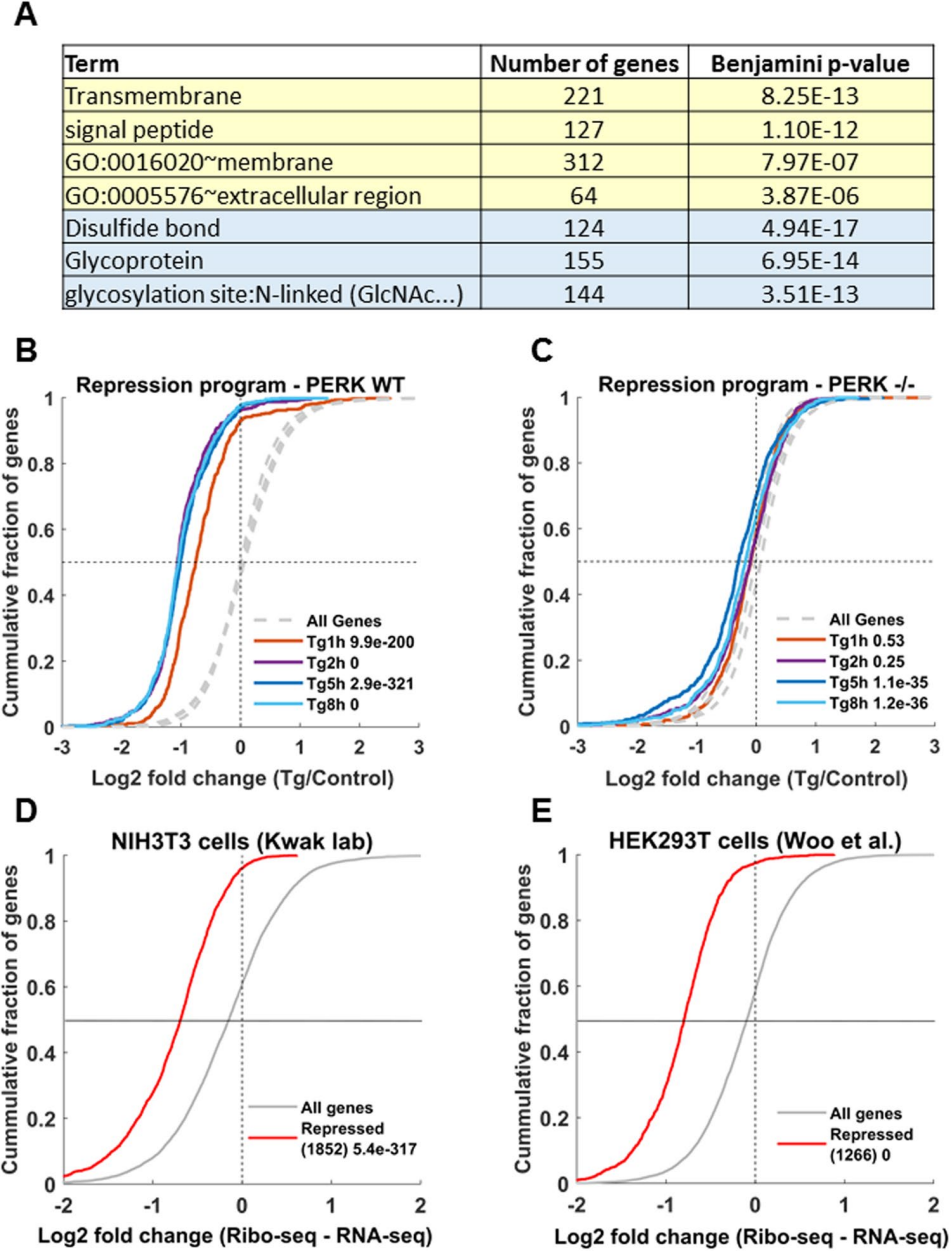
Widespread PERK-dependent repression of ER targets during ER stress. (**A**) Functional enrichment analysis of the ER stress repression gene expression program was performed using DAVID^37^. The enriched terms converged upon two main categories: membrane, transmembrane and signal peptide encoding proteins, and glycoproteins and disulfide-bond containing proteins, both describing sets of ER targets. (**B**,**C**) CDF plots demonstrate the cumulative fraction of repression program genes (y-axis), as a function of their log2 fold change (LFC) (x-axis) relative to control in (**B**) PERK WT and (**C**) PERK −/− cells. Dashed grey lines depict the background LFC distributions of all expressed genes in the different timepoint, t-test p-values between each distribution and its respective background are indicated. (**D**,**E**) ER stress-mediated repression shows a major translational regulatory component in both NIH3T3 cells (**D**) and HEK293T cells (**E**). CDF plots of the difference between the LFC at the translation level (Ribo-seq) and the LFC at the mRNA level (RNA-seq) are markedly shifted showing that mRNAs are largely repressed at the level of translation. Repressed mRNAs were defined as mRNAs with 1.5 fold or more translational repression. Both groups were highly enriched for ER targets (Table S2). This analysis was robust to various choices of repression parameters (Fig. S6J–M).

Next, we examined whether the repression of gene expression was dependent on PERK. 

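The 643 repression genes had a median change in PERK −/− MEFs of −5.40% at 1 h (95% interval −8.93% to −2.85%) and −5.74% at 2 h (−9.10% to −2.36%), and 372 and 359 of them were down. Random lists matched on mean TPM had medians of −6.12% and −9.56%, with the program at the 72.3 and the 99.5 percentile. The direction depends on the scaling. Under each other scaling the genes were selected anew, which gave 786 repression genes with TMM and 749 with DESeq2 size factors. With TMM factors the median at 2 h was 9.91% and at 1 h also above 0. With DESeq2 size factors the medians at 1 and 2 h were 2.10% and 7.88%. The median GC content of the 643 genes is 48.9%. Against random lists matched on GC content as well, the 643 genes lay at the 0 percentile at both times.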

In sharp contrast to the PERK WT cells (Fig. 5B), no downregulation was observed for the repression program genes in the PERK −/− cells at the early timepoints (Fig. 5C). At the later stage, a significant, yet minimal, repression was observed for these genes; with a median repression of 18% and 12% in the 5 h and 8 h timepoints respectively in PERK −/− cells, compared to a median of 50% and 51% repression in PERK WT cells (Fig. 4E,F).

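The median change of the repression genes in WT MEFs was −50.6% at 5 h (95% interval −51.7% to −49.4%) and −51.7% at 8 h (−53.2% to −50.6%). In PERK −/− MEFs it was −18.1% at 5 h (−20.5% to −14.7%) and −11.7% at 8 h (−14.7% to −8.64%), below all random lists, whose medians were −1.07% and 4.35%. In PERK −/− MEFs, 443 of the 643 genes were down at 5 h and 408 at 8 h, and at 8 h 63 of them by at least 2-fold. Genes differed within the program. At 8 h, the log2 change of the counts of Angptl2 was −2.59 in PERK −/− MEFs (−2.84 to −2.34), against an interval of −3.01 to −2.52 in WT MEFs. That of Hmga2 was −2.04 in PERK −/− and −2.44 in WT MEFs, and that of Ptms −0.66 and −2.34.

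**Figure D3:**
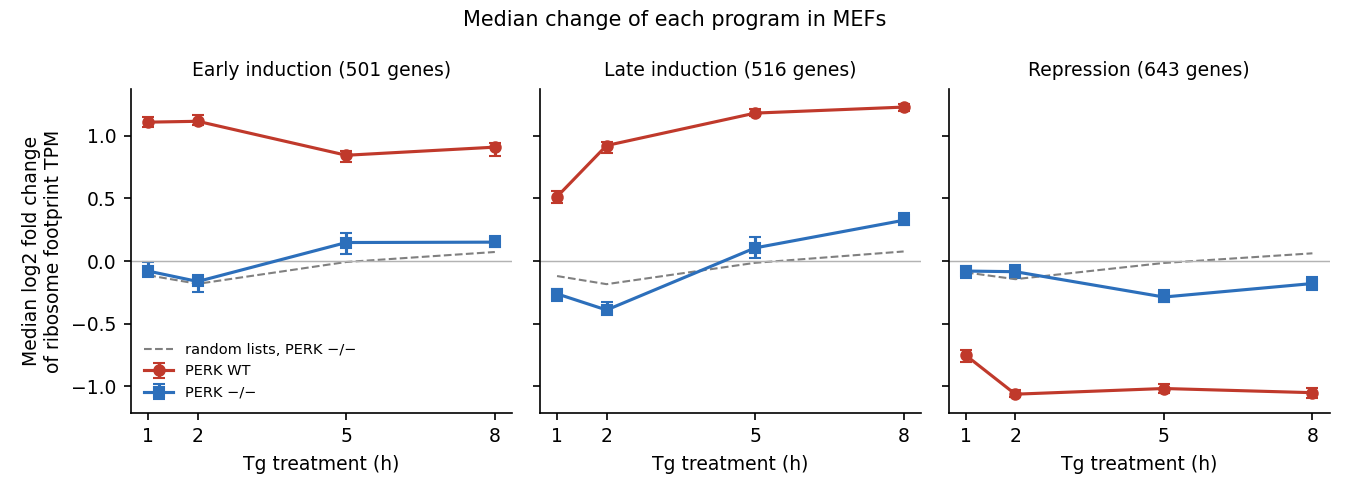
Median log2 change of the early induction, late induction and repression genes at 1, 2, 5 and 8 h of Tg in WT (red circles) and PERK −/− MEFs (blue squares), with 95% intervals of the median over genes (1 library per condition). The dashed grey line is the median of random lists matched on mean TPM in PERK −/− MEFs, and at 5 and 8 h the PERK −/− medians lie between it and the WT medians.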

These results indicate that, in addition to the global repression of protein synthesis caused by the PERK-induced eIF2α phosphorylation, ER targets are significantly and selectively further repressed during ER stress, in a PERK dependent manner.

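The 643 repression genes were chosen for their change in the WT libraries, so a stronger fall in WT than in PERK −/− MEFs is in part built into them. With genes chosen on a random part of the counts, the WT falls in the other part were smaller by 0.049 (1 h) to 0.14 (2 h, log2). The median gap between WT and PERK −/− MEFs ran from −0.65 at 1 h to −0.94 at 2 h. The split of the counts covers counting error only, not variation between libraries. The 787 genes expressed in both cell types and at least 2-fold down in NIH3T3 cells at 7 h were not chosen for a change in MEFs. Their median log2 changes at 1, 2, 5 and 8 h were −0.11, −0.21, −0.14 and −0.16 in WT MEFs and −0.27, −0.33, −0.078 and 0.089 in PERK −/− MEFs. With TMM factors these were −0.21, −0.30, −0.25 and −0.24 in WT and −0.13, −0.11, −0.059 and −0.0056 in PERK −/− MEFs, so the order of the genotypes at 1 and 2 h depends on the scaling, as does the sign of the last value. For the 371 genes down at 2 h, the medians were lower in WT MEFs at 1, 5 and 8 h. At 2 h they were −0.42 in WT and −0.43 in PERK −/− MEFs (−0.49 and −0.21 with TMM factors). With 1 library per genotype and time there is no replicate at a given time, and the difference between the genotypes was not tested. The paper reasons that the repression program is enriched for ER targets and is lost early and minimal late without PERK. From this it concludes that ER targets are selectively repressed beyond the global decrease of protein synthesis, and that this depends on PERK. Further on, it reports mRNA data of other MEFs, in which genes with a signal peptide fell in WT but not in PERK −/− cells.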

### Translational regulation plays a major role in the repression of ER targets during ER stress

As ribosome footprint profiling provides an integrated output of mRNA-level and translation-level changes, we further asked whether the PERK-dependent repression of ER targets that we identified occurs at the mRNA level or at the level of translation. Guan *et al*.^8^ have reported that ER-translated mRNAs were repressed in ER stress, with different subsets regulated at the mRNA level and at the level of translation. To further characterize the relationship between mRNA-level and translation-level regulation for the case of ER target repression, we separated genes that were repressed at 1 h in the Guan *et al*. dataset into two groups: genes that showed repression both at the mRNA and the translational levels, and genes whose repression was mainly at the level of translation (Fig. S6A, see Materials and Methods). We note that, overall, the Guan *et al*. dataset showed a strong translational response at 1 h, while at 16 h of ER stress, mRNA levels and translation levels were highly correlated (Pearson R^2^ of 0.54, compared to 0.22 at 1 h, Fig. S6A–C). Importantly, functional enrichment analysis of both groups showed enrichment for ER targets (Table S2A,B). Further examination of these groups at 16 h of ER stress showed that their mode of regulation was largely maintained: while the first group was still repressed both at the mRNA and the translational levels, the second group remained mostly translationally repressed (Fig. S6B–E).

Next, we analyzed two additional datasets of mRNA-seq and ribosome footprint profiling (Ribo-seq), generated in NIH3T3 (Kwak lab, GSE103667) and HEK293T cells^17^ treated with a short ER stress, 1.5 h and 2 h respectively, using Tg. We first similarly defined groups of genes that were either repressed both at the mRNA level and translationally, or only translationally (see Materials and Methods). Importantly, in both datasets, a much smaller fraction of genes showed mRNA-level repression (15.3% and 6.6% of the repressed genes at a 1.5 fold cutoff, respectively), while the vast majority were translationally repressed (Figs 5D,E and S6F–I, see Materials and Methods). Additionally, in both datasets, both translationally repressed genes and genes inhibited at the mRNA- and translation levels, were highly enriched for ER targets (Table S2C–F). We note that this analysis was robust to the choice of the repression cutoff (see Materials and Methods, Fig. S6J–M, Table S2G–N).

These results further support the notion that the repression of ER targets upon ER stress is a widespread phenomenon, occurring at the level of translation for a substantial part of the genes, with mRNA-level contribution for a subset of the genes.

### PERK-mediated repression of ER targets during ER stress occurs in other cell types

As we have shown above, the repression of ER targets occurs at the level of translation, as well as at the mRNA level for a subset of genes. This fact allowed us to examine whether we can observe any downregulation of our repression gene expression program, which was highly enriched with ER targets, while examining other mRNA expression profiling datasets.

We first wanted to verify that the repression gene expression program we identified above was general to ER stress, and is not Thapsigargin specific. Analysis of two additional mRNA expression profiling datasets of MEFs treated with Tunicamycin (TM), for short, intermediate^18^ or long^11^ treatments, showed a mild yet highly significant downregulation of our identified repression program (Fig. S7A–C). Furthermore, analysis of mRNA expression profiling from DTT treated MEFs (Kaufman lab, GSE84450) also recapitulated this repression (Fig. S7D).

Therefore, our identified gene repression program was not Tg specific, but rather a general characteristic of the response to ER stress.

We then analyzed several additional mRNA expression profiling datasets to see if the repression program can be generalized to other specialized cell types, beyond mouse fibroblasts and human HEK293T cells (Figs 5E and S6I,K,M). Indeed, we found that significant inhibition of the repression program was recapitulated in intestinal stem cells subject to 4 h of TM^19^ (Fig. S7E), and in TM treated glioma-derived stem cells, and glioblastoma cells (Dorsey lab, GSE102505) (Fig. S7F,G), but not in livers treated with 6 h of TM^20^ (Fig. S7H).

These analyses indicate that overall, the repression gene expression program is general, and occurs across many different, although not all, cell types.

### PERK-mediated repression of ER targets during ER stress largely involves eIF2α phosphorylation, and is partly dependent on ATF4

We then turned to explore the potential role of regulators downstream to PERK in the mediation of ER target repression. To that end, we first analyzed a dataset of mRNA expression from a long ER stress treatment (TM, 12 h), performed in either WT, PERK −/− or eIF2α-S51A MEFs (Oyadomari lab, GSE49598). We observed a mild but significant repression at the level of mRNA in WT MEFs, both for our defined repression program (Fig. S8A), as well as for ER targets (signal peptide containing proteins, Fig. S8D). This repression was completely abrogated in PERK −/− MEFs (Fig. S8B,E), consistent with our ribosome footprint profiling data above. Furthermore, eIF2α-S51A MEFs also showed no repression of ER targets, as well as of the repression program (Fig. S8C,F).

Interestingly, our analysis of a dataset of Arginine deprivation in HCT116 and HEK293T cells^21^, a condition that is known to lead to phosphorylation of eIF2α through GCN2, also found a mild yet significant downregulation of the repression program (Fig. S8G–I). However, this repression did not depend on GCN2 (Fig. S8J), since it remained slight but significant in GCN2 knockout HEK293T cells.

These results indicate that eIF2α phosphorylation downstream of PERK plays a major role in the preferential repression of ER targets (see discussion below).

The ATF4 transcription factor is an important effector in the ER stress response downstream to PERK, in an eIF2α phosphorylation dependent manner (Fig. S1B). Since we observed the repression of ER targets as early as 1 h of stress, and a large part of it was translational, it is less likely to be dependent on ATF4. However, since mRNA-level repression of some ER targets does occur (Fig. S6), we sought to further examine whether ATF4 plays a role in this repression. Analysis of a dataset of 8 h ER stress (TM treatment) in either WT or ATF4−/− MEFs^11^ showed a significant downregulation of our identified repression program in both WT and ATF4−/− cells (Fig. S8K,L). These results indicate that the PERK-mediated repression program is largely independent on ATF4. Nevertheless, when we examined the set of ER targets (signal peptide encoding mRNAs), we observed a partial relief in the repression of a subset of them in ATF4−/− MEFs (Fig. S8M,N). Thus, the repression of a subset of ER targets is partially dependent on ATF4.

### Additional pathways subject to PERK-mediated repression

To ask whether the repression program  contains additional pathways, we removed all 265 ER targets from this cluster, leaving a gene set of 393 repressed genes, and repeated the functional enrichment analysis. 

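The cyclin entry of Table S1D consists of Ccnd1, Ccne1, Ccne2, Ccnf, Ccng1, Ccni and Ccnyl1, which the study found among the genes repressed in these WT libraries. All 7 were placed in the repression program here and were down in WT MEFs at each time. Their median log2 change was −0.92, −1.06, −1.24 and −1.11 at 1, 2, 5 and 8 h, with Ccnd1 at −1.66 at 8 h.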

We found that this repressed set is enriched for cyclins (Table S1D). This enrichment in repressed cyclins fits well with the cell cycle arrest that occurs upon ER-stress^22^. Further analysis showed that cyclins were repressed as a group (Fig. S9A), and this repression did not occur in PERK −/− cells. Additionally, we observed an enrichment for LSM domain proteins (Table S1D), a family of RNA-binding proteins. 

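In PERK −/− MEFs, the 7 cyclins of Table S1D had a median log2 change of −0.20 at 1 h, −0.21 at 2 h, −0.99 at 5 h and −0.11 at 8 h. The 5 h value, from a single library, lay at the 0.05 percentile of random lists. There 6 of the 7 were down, and Ccnd1, Ccne1 and Ccnyl1 at least 2-fold. At 8 h, the counts of Ccnd1 were down by a log2 change of −1.56 (95% interval −1.86 to −1.26), and Ccng1 was at 0.20 (−0.03 to 0.44). All 21 expressed genes with a cyclin symbol had medians of −0.44, −0.63, −0.52 and −0.58 in WT MEFs. In PERK −/− MEFs, their median was −0.08 at 1 h and −0.09 at 2 h, changed in sign by TMM factors (0.05 and 0.13) and DESeq2 size factors (0.03 and 0.10). At 5 h, unlike that of the 7 cyclins of Table S1D, it was near 0 (−0.0021, and −0.15 with TMM factors). At 8 h it was 0.10 (95% interval −0.11 to 0.29), also with a change of sign with TMM factors.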

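The Sm entry of Table S1D holds Lsm1, Lsm3, Lsm5, Lsm6, Snrpd1, Snrpe and Snrpf, each placed in the repression program here. In WT MEFs their median log2 change was −0.29, −0.98, −0.96 and −1.12 at 1, 2, 5 and 8 h, with all 7 down at each time. The median of the 21 expressed genes of the LSM and Sm families, found by symbol, was −0.29, −0.45, −0.45 and −0.38.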

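In PERK −/− MEFs, the 7 genes of the Sm entry had a median log2 change of 0.33 at 1 h and 0.59 at 2 h, when all 7 were up, and of −0.08 at 5 h and −0.22 at 8 h (95% interval −1.09 to 0.58). At 8 h, the log2 change of counts was −1.10 for Lsm6 (−1.46 to −0.76) and 0.54 for Lsm1 (0.07 to 1.03). For the LSM and Sm families by symbol, the median was 0.08, 0.21 and −0.16 at 1, 2 and 5 h, and its interval at 8 h was −0.17 to 0.14.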

For this group as well, repression was PERK dependent (Fig. S9B).

### PERK attenuates a subset of XBP1 and ATF6 targets, revealing a complex interplay between the UPR arms

At the late stages, transcriptional responses mediated by the ATF6 and IRE1-XBP1 arms of the UPR are expected to take effect. We found that the expression levels of both XBP1 and ATF6 were induced by ER stress, and this induction was partly diminished (40% less induction) in PERK −/− cells (Figs 1E and S10), in agreement with previous reports^20^. 

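At 8 h, the 95% interval of the log2 change of the counts of Xbp1 was 2.45 to 2.76 in WT and 1.39 to 1.81 in PERK −/− MEFs. For Atf6, on chromosome 1 of mm10 (170704457 to 170868585), the log2 change was 0.94 (0.82 to 1.07) in WT and 0.55 (0.37 to 0.74) in PERK −/− MEFs. In TPM, the log2 change was 38.6% smaller in PERK −/− MEFs for Xbp1 and 36.7% smaller for Atf6. The size of this loss depends on the scale. As fold changes they were 49.8% and 20.8% smaller, and as added expression 59.9% and 44.2%. At 5 h, the log2 change was 42.6% smaller for Xbp1 and 67.4% smaller for Atf6.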

We wanted to better understand the potential interplay between the XBP1- and ATF6-mediated response pathways and PERK. We therefore examined the expression pattern of bona-fide XBP1 and ATF6 target gene sets, which were originally defined by Shoulders *et al*.^23^ without eliciting ER stress, within our data. In the early timepoints, the expression of XBP1 and ATF6 targets was largely unchanged (Fig. S11A–C). This is consistent with the delayed accumulation in their transcriptional output. In the late timepoints, however, we found that while 74% of XBP1-ATF6 targets were induced in PERK −/− cells following ER stress, only 56% were induced in PERK WT cells (at 8 h, Fig. 6A,B). Similar trends were observed when we considered XBP1 targets and ATF6 targets separately (Fig. S11D,E). Thus, it seems that PERK might have an inhibitory effect on a subset of XBP1 and ATF6 target genes.

**Figure 6:**
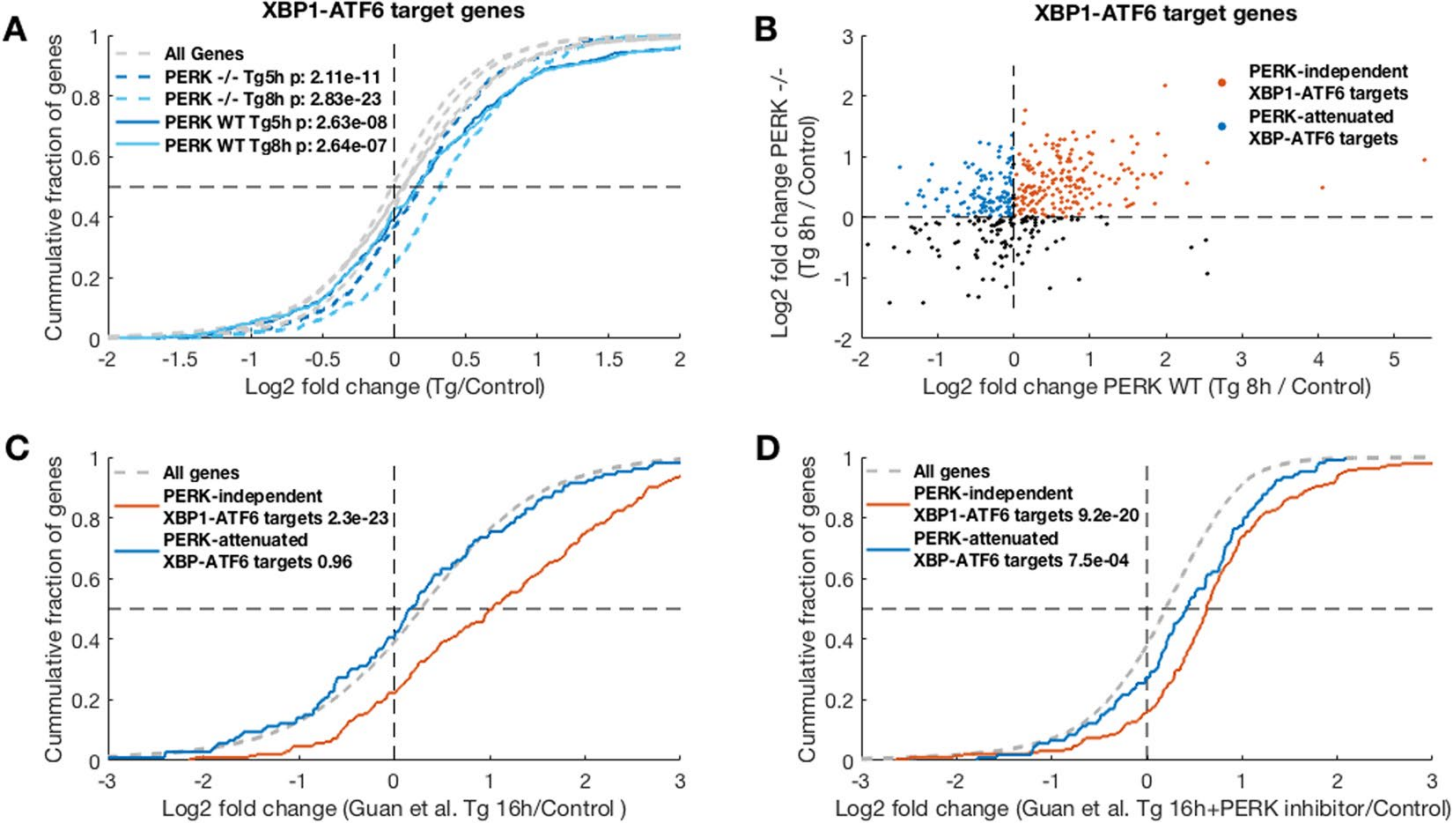
PERK-mediated attenuation of a subset of XBP1-ATF6 targets during the late stages of ER stress. XBP1-ATF6 target genes, as defined by Shoulders *et al*.^23^, were examined for their expression during ER stress. (**A**) CDF plot of the log2 fold changes (LFCs) of this gene set in the late timepoints demonstrates that these genes are largely induced in PERK −/− cells (dashed blue lines), while a smaller subset of genes is induced in PERK WT cells (solid blue lines). Grey dashed lines indicate the background distributions of the LFCs of all expressed genes in the different conditions, t-test p-values between each distribution and its respective background are indicated. (**B**) Scatterplot of the 8 h Tg LFCs in PERK WT (x-axis) vs. PERK −/− (y-axis) demonstrates that the majority of XBP1-ATF6 targets are induced in PERK −/− cells, and defines two subsets of XBP1-ATF6 targets: targets that are induced in both PERK WT and −/− MEFs, PERK-independent XBP1-ATF6 targets (red circles), and PERK-attenuated XBP1-ATF6 targets (blue circles); induced in PERK −/− but not in PERK WT cells. (**C**,**D**) CDF plots show that PERK-independent XBP1-ATF6 targets are induced in the Guan *et al*. polysome-associated mRNA profiling dataset^8^ after 16 h of Tg treatment (**C**, red curve) irrespective of PERK inhibition (**D**, red curve), while PERK-attenuated XBP1-ATF6 targets were unchanged at 16 h Tg treatment (**C**, blue curve), and induced upon PERK inhibition (**D**, blue curve).

To better understand the effect of PERK on XBP1-ATF6 targets, we further defined two gene sets: PERK independent XBP1-ATF6 targets, i.e. XBP1-ATF6 targets that were induced in both PERK WT and PERK −/− cells (196 genes, Fig. 6B, red circles), and PERK-attenuated XBP1-ATF6 targets, targets that were induced only in PERK −/− cells but not in PERK WT cells (109 genes, Fig. 6B, blue circles).

We further examined the expression of these two gene sets in the Guan *et al*. polysome-seq data^8^, where MEFs have been ER stressed for 16 h, with or without the presence of a PERK inhibitor for the last 4 h of the stress. Our analysis revealed that, consistent with our data above, PERK-independent XBP1-ATF6 targets were induced at 16 h of ER stress irrespective of PERK inhibition (Fig. 6C,D, red curve). The PERK-attenuated XBP1-ATF6 targets, however, showed no induction at 16 h post stress (Fig. 6C, blue curve). Nevertheless, the expression pattern of these genes in the PERK inhibitor treated cells demonstrated that PERK inhibition alleviated this attenuation (Fig. 6D, blue curve), further substantiating that this subset of XBP1-ATF6 targets is subject to PERK-mediated attenuation.

Similar trends were observed when we examined XBP1 targets separately (Fig. S11F–H).

To understand if this PERK-mediated attenuation occurs at the level of transcription or translation, we analyzed mRNA expression data from TM treated WT or PERK −/− MEFs (12 h, Oyadomari lab, GSE49598). Here too, we observed the same relief in PERK-mediated inhibition of the subset of PERK-attenuated genes we identified above (Fig. S12A,B), indicating that transcriptional regulation is involved in this attenuating effect. Moreover, our analyses found that similar trends of induction vs. attenuation for the PERK-independent and PERK-attenuated XBP1-ATF6 targets defined above, were evident and highly significant in many mRNA expression datasets, including response to TM^18^ (Fig. S12D) and DTT (Kaufman lab, GSE84450, Fig. S12E), as well as in other cell types, including Tg treated intestinal stem cells^19^ (Fig. S12F), and human derived glial cells (24 h of TM treatment, Dorsey lab, GSE102505, Fig. S12G).

Nevertheless, examination of mRNA expression data from Guan *et al*. MEFs^8^, where PERK inhibitor was added only during the last 4 h of a 16 h Tg treatment, showed a more complex picture. While these cells showed alleviation of attenuation at the translation level (Fig. 6D), no relief was observed at the mRNA level (Fig. S12H,I).

Taken together, our analyses suggest that the PERK-mediated attenuation of a subset of XBP1-ATF6 targets contains both translational and transcriptional components, as initial relief in attenuation is observed at 4 h of PERK inhibitor only at the level of translation. At longer durations of ER stress, transcriptional regulation downstream of PERK seems to play a major role in the attenuation of this subset of XBP1-ATF6 targets.

Analysis of the potential contribution of PERK pathway effectors showed that eIF2α-S51 A MEFs (Oyadomari lab, GSE49598) largely recapitulate the relief of the PERK-mediated attenuation of this subset of XBP1-ATF6 targets (Fig. S12C) observed in PERK −/− MEFs. Furthermore, in ATF4 −/− MEFs^11^ this attenuation also showed significant alleviation (Fig. S12J,K). These results indicate that eIF2α phosphorylation is largely involved in mediating the PERK-dependent attenuation of this subset of XBP1-ATF6 targets, with a significant contribution of the ATF4 branch to the phenomenon, in line with the combined transcriptional-translational regulatory effect downstream of PERK we found above.

The fact that this phenomenon had similar characteristics to the PERK-mediated repression of ER targets, prompted us to speculate that these two phenomena might be related. Indeed, functional enrichment analysis showed that many of these PERK-attenuated XBP1-ATF6 targets are ER targets (Table S3B,C). Therefore, it is possible that this subset of targets is subject to the PERK-dependent ER targets repression program described above. The PERK-attenuated XBP1-ATF6 target set was selectively enriched with sterol and lipid biosynthesis genes (Table S3B), which are ER residents, and their repression following ER stress has been previously reported^24^. 

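Table S3B lists 6 genes for sterol metabolism, 5 for steroid biosynthesis and 10 for lipid metabolism. They come from a set that the study defined as induced in PERK −/− and not in WT MEFs at 8 h, so both values at 8 h are selected. At 8 h, the median log2 change in WT MEFs was −1.04 for sterol metabolism, −1.08 for steroid biosynthesis and −0.80 for lipid metabolism. In PERK −/− MEFs the medians were 0.71, 0.60 and 0.65. At 1 h, the PERK −/− medians were −0.59, −0.56 and −0.59, below the WT medians of −0.36, −0.36 and −0.21. With TMM factors this gap nearly closed for the first 2 lists, at −0.45, −0.42 and −0.45 in PERK −/− and −0.43, −0.41 and −0.29 in WT MEFs. The 10 sterol biosynthesis genes of Table S1C, which were chosen on the WT libraries alone, had WT medians of −0.60, −0.98, −1.23 and −1.12 at 1, 2, 5 and 8 h. Their PERK −/− medians were −0.57, −0.39, 0.19 and 0.64 (95% interval at 8 h 0.12 to 0.82).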

ER targets were also enriched within the PERK-independent set (Table S3A,C). 

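The 20 genes that Table S3A lists for response to ER stress had a median log2 change of 0.28, 0.61, 1.25 and 1.23 in WT MEFs at 1, 2, 5 and 8 h. In PERK −/− MEFs it was 0.07, 0.02, 0.64 and 0.80 (95% interval at 8 h 0.62 to 1.23). The study took them from targets that it defined as up in both genotypes at 8 h, so the direction of both values at 8 h is selected. At 2, 5 and 8 h the median was lower in PERK −/− MEFs under each scaling, and at 1 h the order changed with TMM factors (0.04 in WT and 0.13 in PERK −/− MEFs). There were 11 genes at least 2-fold up at 8 h in WT and 6 in PERK −/− MEFs. Here 12 of the 20 genes belonged to the induction programs, 11 of them to late induction.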

There, however, selectively enriched ER targets included ER stress response pathway genes (Table S3A), indicating that classical ER stress response regulators are not subject to attenuating regulation via PERK.

Together, our analyses revealed a major gene expression program including PERK-mediated repression of ER targets. This program also attenuates a subset of XBP1-ATF6 targets, unravelling another level of the complex interplay between the different arms of the ER stress response.

## Discussion

The ribosome profiling high-throughput data presented in our study provides a genome-wide temporal view of ER stress gene expression programs, integrating transcriptional and translational outputs, in both WT and PERK −/− MEFs. Our data and analyses revealed composite dynamics of the integrated expression response to ER stress, orchestrated by PERK, and showed a complex combination of gene repression and induction under ER stress.

Our data suggests that the impairment in specific gene activation, as well as repression, in the absence of PERK are very widespread, and unravel a complex interplay between the three arms of the ER stress response.

Wang *et al*.^25^ has reported a strong and immediate global translational repression within ten minutes after pharmacological ER stress induction, using nascent chain translation live imaging. The polysome profiling above (Fig. 1A,B) demonstrated that this repression was markedly noticeable 1 h post Tg treatment and was gradually relieved.

Our findings capture a strong, selectively enhanced, repressive gene expression program following ER stress and demonstrate its impact on ER targeted proteins (Fig. 5), which seems to be an additional hallmark of the ER stress response. More specifically, we found that proteins undergoing ER-dependent post-translational modifications such as glycosylation and disulfide-bonds, as well as transmembrane and membrane proteins are enriched among genes repressed under ER-stress. Importantly, we have shown that this repression occurs largely at the level of translation, with a small contribution of mRNA-level repression (Figs 5D,E and S6).

Several microRNAs have been shown to be induced in response to ER stress^26,27^. However, examination of the putative targets of these miRNAs did not explain the repression of ER targets observed (data not shown). Rapid changes in translation-dependent compartmentalization of ER target protein synthesis has been previously demonstrated, with an increase in the proportional translation of ER targets by cytosolic ribosomes^9^. This change in translation compartmentalization was shown to be transient, with a robust change at 30 minutes post Tg treatment, and an almost complete reversal by 1 h following ER stress induction^9^. Significant repression in ER stress has been later reported for these genes^8^. Here we show that there is major translational repression of ER targets, which is highly PERK dependent. Importantly, even though it has an mRNA-level component, translation is the major regulatory level for this phenomenon, and thus it was strongly evident from our ribosome footprint profiling data analysis. It is possible that the re-localization of ER targets^9^ is an initiating step in the cellular response to ER stress, with a second, yet to be characterized, PERK-mediated mechanism of repression. Moreover, our analyses point to eIF2α phosphorylation as critical for this repression. One possible model that would be consistent with the data is that PERK-mediated phosphorylation of eIF2α factors  primarily affects the translational machinery pool at the vicinity of the ER, thus affecting mainly ER targets. Our analysis of ribosome footprint profiling data from Arginine deprived cells^21^ has shown that while this stress elicits mild ER target repression, this repression was GCN2-independent. It is therefore possible that in the case of GCN2, eIF2α phosphorylation, which occurs throughout the cytoplasm, does not lead to a GCN2-dependent repression of ER targets. However, whether indeed this model underlies PERK-mediated repression of ER targets remains to be explored.

Past research has indicated Cyclin D1 to be translationally repressed during ER stress in a PERK dependent manner^22^. Interestingly, we observed a wider PERK-mediated repression of cyclins expression, including cyclins D,E,F,G and I, thereby expanding existing knowledge regarding PERK mediated cell-cycle arrest. The cell-cycle arrest has immense implications, which may be essential for cell survival under chronic stress^22^. Furthermore, we found a PERK-dependent LSM domain protein repression, pointing towards a possible regulation at the level of RNA processing. LSM-proteins are known to aggregate within processing-bodies under various stress conditions altering mRNA homeostasis^28^. In addition, we see an early transient PERK dependent induction of DNA-binding proteins, mainly zinc-finger and histones, in agreement with previous reports^9^. These yet to be explored changes may be related to ER stress-mediated chromatin changes. For example, ATF4 target gene activation has been linked to the histone lysine demethylase KDM4C epigenetic rewiring in cancer^29^.

Previous studies have underlined PERK reinforcement of both the IRE1-XBP1 and ATF6 UPR arms^20,30^. It has been shown previously that XBP1-spliced accumulation is PERK dependent^30^. Furthermore, the transcription of selected ATF6 targets was augmented 6 h after ER stress initiation in the liver, and the processing of ATF6 has been shown to be dependent on ATF4^20^. Recent research has reported PERK-mediated IRE1 inhibition via the RPAP2 phosphatase, which has a role in diverting adaptive ER stress response towards apoptosis after 16 h of stress^31^. Consistently, here we observed that both XBP1 and ATF6 expression are induced in a temporal manner following ER stress, and their induction is partially reduced in the absence of PERK (Figs 1E and S10). Thus, several reinforcing positive interactions between PERK and other UPR arms have been demonstrated. Nevertheless, we report here that PERK mediates an attenuating effect on a subset of XBP1 and ATF6 target genes (Figs 6 and S11). As many of these genes are ER targets (Table S3), they could be subject to the same mechanism of PERK-mediated repression of ER targets we highlight above. Notably, sterol biosynthetic genes, which are directly upregulated by XBP1-ATF6 activation, were specifically attenuated in a PERK-dependent manner (Table S3B). Indeed, previous findings have linked the UPR to down-regulation of the sterol biogenesis pathway, and subsequently cholesterol levels, via suppression of SREBP^24^. This PERK-mediated attenuation that we found was not gradually relieved at 8 h (Fig. 6A), nor by 16 h of ER stress, as seen from our re-analysis of the dataset by Guan *et al*.^8^ (Fig. 6C). The repression gene expression program shows a similar trend (Figs 5B and S3C). Furthermore, both phenomena show similar characteristics of eIF2α phosphorylation dependence and a small yet significant contribution of  ATF4. This raises the possibility that these two phenomena might indeed be related, such that ER target repression explains the PERK-mediated attenuation of the subset of XBP1-ATF6 targets. While repression of ER targets is primarily translational and starts early, transcriptional effects kick in later on,  and thus attenuation of  this subset of the transcriptional UPR arms is evident at the late time points. While future studies will unravel the purpose of this attenuating affect, and its role in the adaptation to ER stress, it is clear that the complex cross-talk between the three arms of the UPR, the interplay between transcriptional and translational regulation, and the function of PERK in this interplay, play a critical role in shaping the cellular gene expression program in response to ER stress.

## Materials and Methods

### Cell culture and stress

Mouse fibroblast NIH3T3 cells were grown in DMEM with 10% FBS and pen-strep. MEFs were grown in DMEM with 10% FBS supplemented with 0.1 mM Non-Essential Amino Acids (NEAA) and 0.05 mM beta-Mercaptoethanol. NIH3T3 cells or MEFs were plated at low density (2 million cells in 15 cm plate one day prior to harvesting), and treated with Thapsigargin (at 1μM or 200 nM for MEFs and NIH3T3 cells respectively) for short (1 h or 2 h) or long (5 h and 8 h for MEFs, 7 h for NIH3T3) durations, to induce early or late ER stress responses.

### Ribosome footprint profiling and Polysome profiling

Ribosome footprint profiling was performed as in Shalgi *et al*.^15^, with the following modification: cells were grown and treated with Tg for the indicated times, then trypsinized, pelleted by 5 minutes at 1000RPM centrifugation at 4 °C, and flash frozen in LN2, without prior Cycloheximide treatment. Cycloheximide was also omitted from the buffers. Polysome profiling was performed as in Shalgi *et al*.^15^.

### Data analysis

Ribosome footprint profiling provided quantification of number of ribosomes per transcript in each timepoint, resulting in the quantification of protein synthesis levels. We note that the protein synthesis levels are relative, rather than absolute, since the overall number of translating ribosomes is decreased in response to ER stress in WT MEFs, due to eIF2α phosphorylation^4^, as also observed in Fig. 1. Nevertheless, we were interested in characterizing, given the limited pool of overall translating ribosomes, which genes and which pathways are relatively more enhanced or further repressed under each condition.

Ribosome footprint profiling data was mapped to mm10 version of the genome using RefSeq CDSs. Transcripts shorter that 100 nucleotides were filtered out and 30 nucleotides were clipped form the start and end of each CDS, similarly to Ingolia *et al*.^32^. Ribosome footprint sequences were trimmed to maximal size of 34 and polyA sequences from the polyA tailing step were removes, such that footprints of lengths 22–34 were considered. FASTQ files were then filtered for rRNAs and tRNAs using STAR^33^. Expression levels were quantified using RSEM^34^ after mapping to clipped CDSs using Bowtie2^35^ to produce transcript and gene level TPM (Transcript Per Million) values (see Table S5).

Lowly expressed genes with an average TPM below 2 across all samples were filtered out and expression of all other genes was thresholded to a TPM of 4. For each experimental group (PERK WT or −/− MEFs, or NIH3T3 cells), fold changes were calculated as a ratio between each condition and its respective control. Regulated genes were designated as genes which changed at least two-fold relative to their respective controls.

PCA was generated using R DESEQ2^36^, using the function plotPCA. Hierarchical clustering of genes was done based on spearman correlation using the clustergram MATLAB function.

Additional RNA-seq ER stress datasets (detailed in Table S4) were downloaded from the GEO database. RNA-Seq reads were filtered for rRNAs using STAR^33^. The remaining reads were mapped to hg19 or mm10 versions of the human and mouse genomes respectively, using STAR^33^. Expression levels were quantified using RSEM^34^. TPM values were averaged between sample replicates.

Ribosome footprint profiling data were processed as described above (mapped to hg19 or mm10 versions of the human and mouse genomes, respectively).

Microarray ER stress datasets (detailed in Table S4) were downloaded from GEO. Fold changes for the dataset GSE54581 were derived using the Affymetrix transcriptome analysis console, with CEL files as input. Fold changes for the datasets GSE49598 and GSE84989 were generated using normalized gene expression signals as provided by GEO. Replicates from each condition of interest were averaged, and gene expression fold changes were calculated.

To characterize the relationship between mRNA-level and translation-level regulation for the case of ER target repression, we separated the repressed genes (1.5 fold) in three datasets (Guan *et al*.^8^, Woo *et al*.^17^, and Kwak lab NIH3T3 cells) into two groups: genes that showed repression both at the mRNA and the translational level (mRNA-level repression and translation-level repression 1.5 fold or more), and genes whose repression was mainly at the level of translation (mRNA-level repression less than 1.5 fold and translation-level repression more than 1.5 fold). We examined the number of genes in each group as well as the difference between the log2 fold change in the translation-level and the log2 fold change in the mRNA-level. We repeated the above analyses using a range of threshold values from 1.3–2.1 and verified that the results were indeed robust to the choice of threshold (Fig. S6J–M). Additionally, we repeated the functional enrichment analysis using sets with different thresholds for these datasets, and all translationally repressed gene groups, as well as mRNA and translationally repressed gene groups, were found to be significantly enriched for ER targets (Table S2).

CDF plots were used to compare the cumulative distributions of log2 fold changes (LFCs) in the expression of gene subsets compared to their respective control, to the overall distribution of LFCs of the entire transcriptome (expressed genes, defined as above). Significance for different gene groups was calculated using the student t-test statistical test.

Pathway enrichment analyses were conducted using DAVID 6.8 functional annotation tool^37^, using all expressed genes as background. Pathways with Benjamini corrected p-value < 0.05 were designated as enriched.

Signal peptide encoding mRNAs were defined using the signalP program^38^.

XBP1-ATF6 targets were defined by Shoulders *et al*.^23^ following specific activation of XBP1, ATF6, or both of them together (termed XBP1-ATF6 targets). We further filtered these sets for genes that were not expressed in our cells (TPM < 2). PERK-independent XBP1-ATF6 targets were defined as XBP1-ATF6 targets that were upregulated in both PERK WT and PERK −/− following 8 hours of Tg, and PERK-attenuated XBP1-ATF6 targets were defined as XBP1-ATF6 targets up-regulated in PERK −/− and down-regulated in PERK WT. These sets were further subject to functional enrichment analysis using DAVID, and the resulting enriched terms (Benjamini corrected p < 0.05) were examined for the uniqueness in only one of the sets (Tables S3A,B) or intersected in both sets (Table S3C).

## Supplementary information

Supplementary Figures

Table S1

Table S2

Table S3

Table S5

## Data Availability

Original and processed data were deposited in GEO under GSE118660. Processed data is also available in Table S5. Additional datasets used are listed in Table S4.

# Supplementary material for: Widespread PERK-dependent repression of ER targets in response to ER stress
**Source:** Sci Rep. 2019 Mar 13;9:4330. doi: 10.1038/s41598-019-38705-5
**Supplement:** Supplementary file 1 — Supplementary Figures

## **Supplementary Information**

### **Widespread PERK-dependent repression of ER targets in response to ER stress**

Nir Gonen<sup>1</sup>, Niv Sabath<sup>1</sup>, Christopher B. Burge<sup>2,3</sup>, and Reut Shalgi<sup>1,\*</sup>

**A**

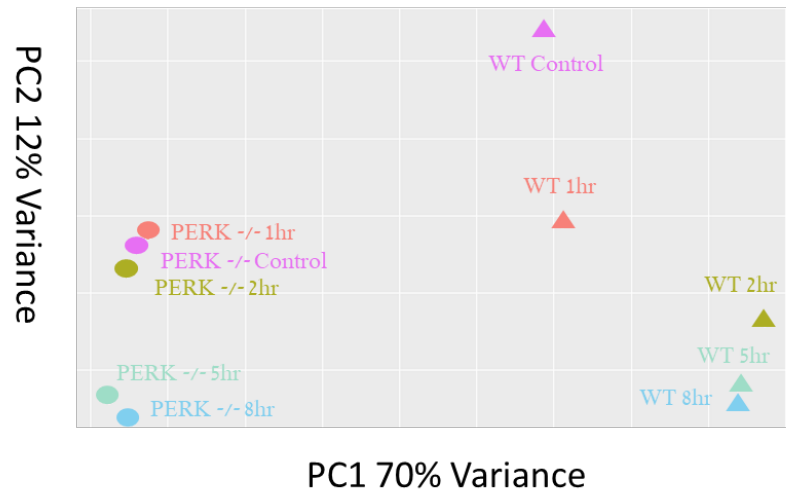

**B**

PERK WT Control  
 PERK WT TG1h  
 PERK WT TG2h  
 PERK WT TG5h  
 PERK WT TG8h  
 PERK -/- Control  
 PERK -/- TG1h  
 PERK -/- TG2h  
 PERK -/- TG5h  
 PERK -/- TG8h  
 uORFs  
 REFSEQ

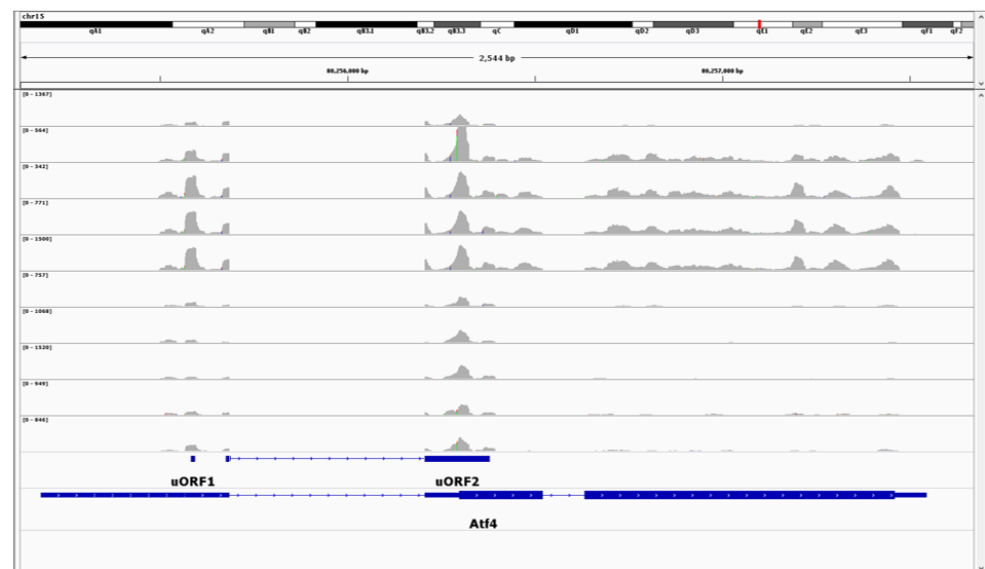

**Figure S1 – PCA analysis and ATF4 read density plots.**

(A) Principle Component Analysis shows a separation between PERK WT and -/- samples (PC1) and the temporal ER stress treatment (PC2). (B) ATF4 read density plot (in grey, using IGV) depicts uORFs and a PERK-dependent main ORF expression during ER stress. uORFs and main ORF transcripts are shown in blue below. Y-axis scales were normalized according to library depth to better illustrate the relative differences in the different conditions.

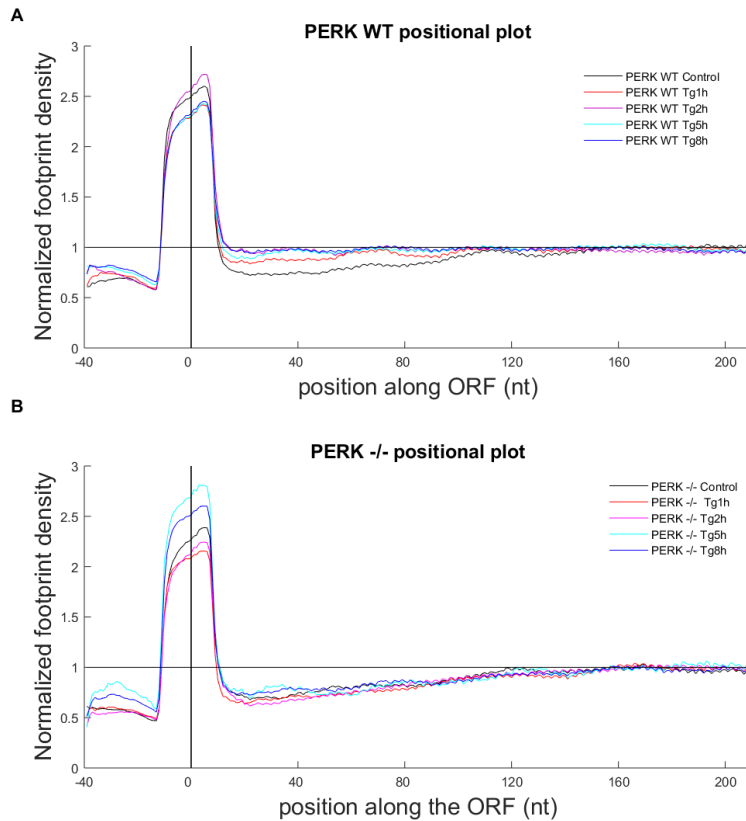

### Figure S2 - Positional plots of PERK WT and PERK -/- ribosome footprint profiling data

Averaged normalized read density is plotted as a function of position for all expressed ORFs, produced similarly to Shalgi et al.<sup>1</sup>, 0 point indicated the AUG position.

Using KS test we observed a significant accumulation of ribosomes in the 5' ends of ORFs starting downstream to the AUG up until position 141 bases into the ORF ( $p < 10^{-300}$  for all PERK WT ER stress samples compared to control, position and p-value determined by a KS-test). The magnitude of the accumulation was on average 25-35% in the different timepoints in PERK WT MEFs (A). Notably, PERK -/- cells (B) did not show any ribosome accumulation.

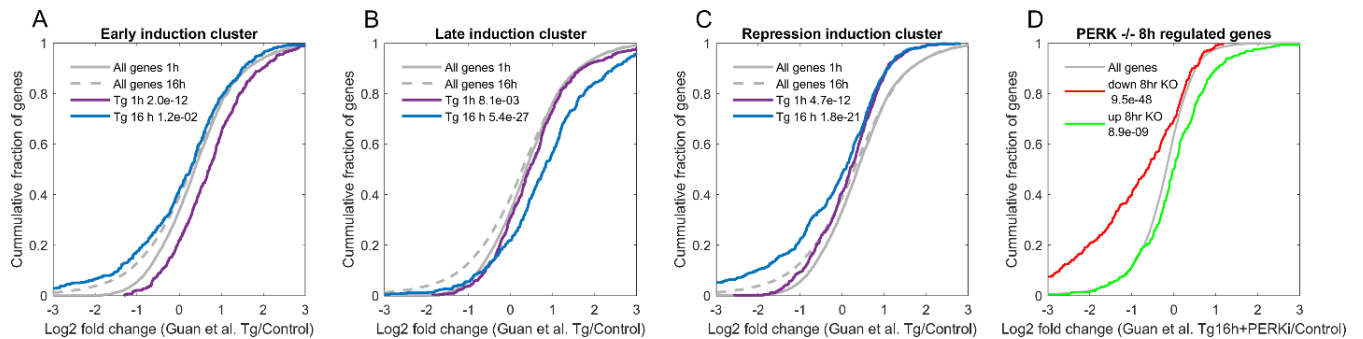

**Figure S3 - Major ER stress gene expression programs are recapitulated in a publicly available polysome-sequencing ER stress dataset.**

(A-C) Log<sub>2</sub> fold changes (LFCs) of the genes from the three major ER stress gene expression programs, namely early induction (A), late induction (B) and repression (C), were calculated using a polysome-sequencing dataset from Guan et al.<sup>2</sup>, of MEF cells treated with Tg for either 1h (purple) or 16h (blue). The analysis demonstrated that the three ER stress gene expression programs were recapitulated in this dataset. Grey solid and dashed lines indicate the background distributions of the LFCs of all expressed genes in the different timepoints, t-test p-values between each distribution and its respective background are indicated. (D) Induced (green) and repressed (red) genes were defined using the data of PERK <sup>-/-</sup> cells after 8h of Tg treatment from the current study (2 fold change compared to PERK <sup>-/-</sup> control cells). Data was extracted from Guan et al.<sup>2</sup> polysome-sequencing experiment done in MEFs following 16h of Tg treatment with a PERK inhibitor. The figure shows the CDF plot of the log<sub>2</sub> fold change (LFC) of the two sets of induced and repressed PERK <sup>-/-</sup> Tg 8h genes, in the Guan et al. data of 16h ER stress with PERK inhibitor relative to untreated cells, and demonstrates that the induced set is also significantly induced in the Guan et al. polysome-seq data, while the repressed set is significantly repressed in the Guan et al. polysome-seq data. Grey line indicates the background distributions of the LFCs of all expressed genes, t-test p-values between the distributions and the background are indicated.

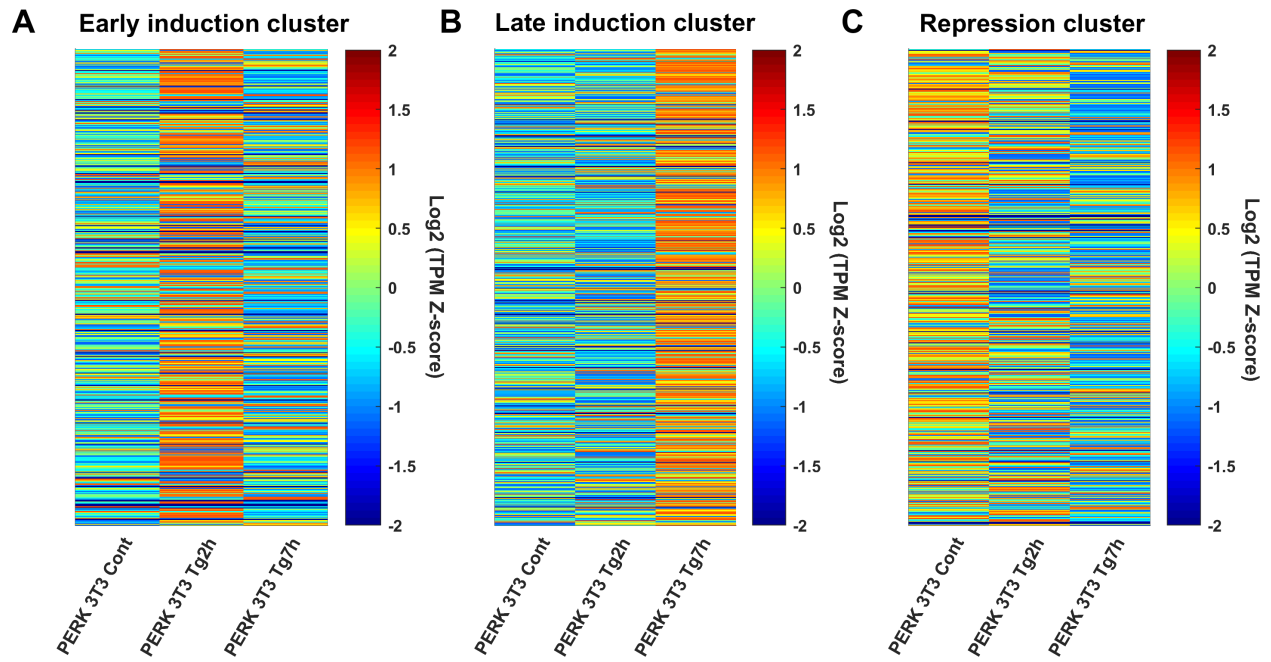

**Figure S4 - Heatmaps of PERK-dependent ER stress gene expression programs within NIH3T3 cells.**

Heatmaps of the Early induction (A), Late induction (B) and Repression (C) gene expression programs were generated using TPMs calculated from NIH3T3 cells subject to either 2h or 7h of Tg treatment. The heatmaps were ordered according to the order of the clustergram in Fig. 2.

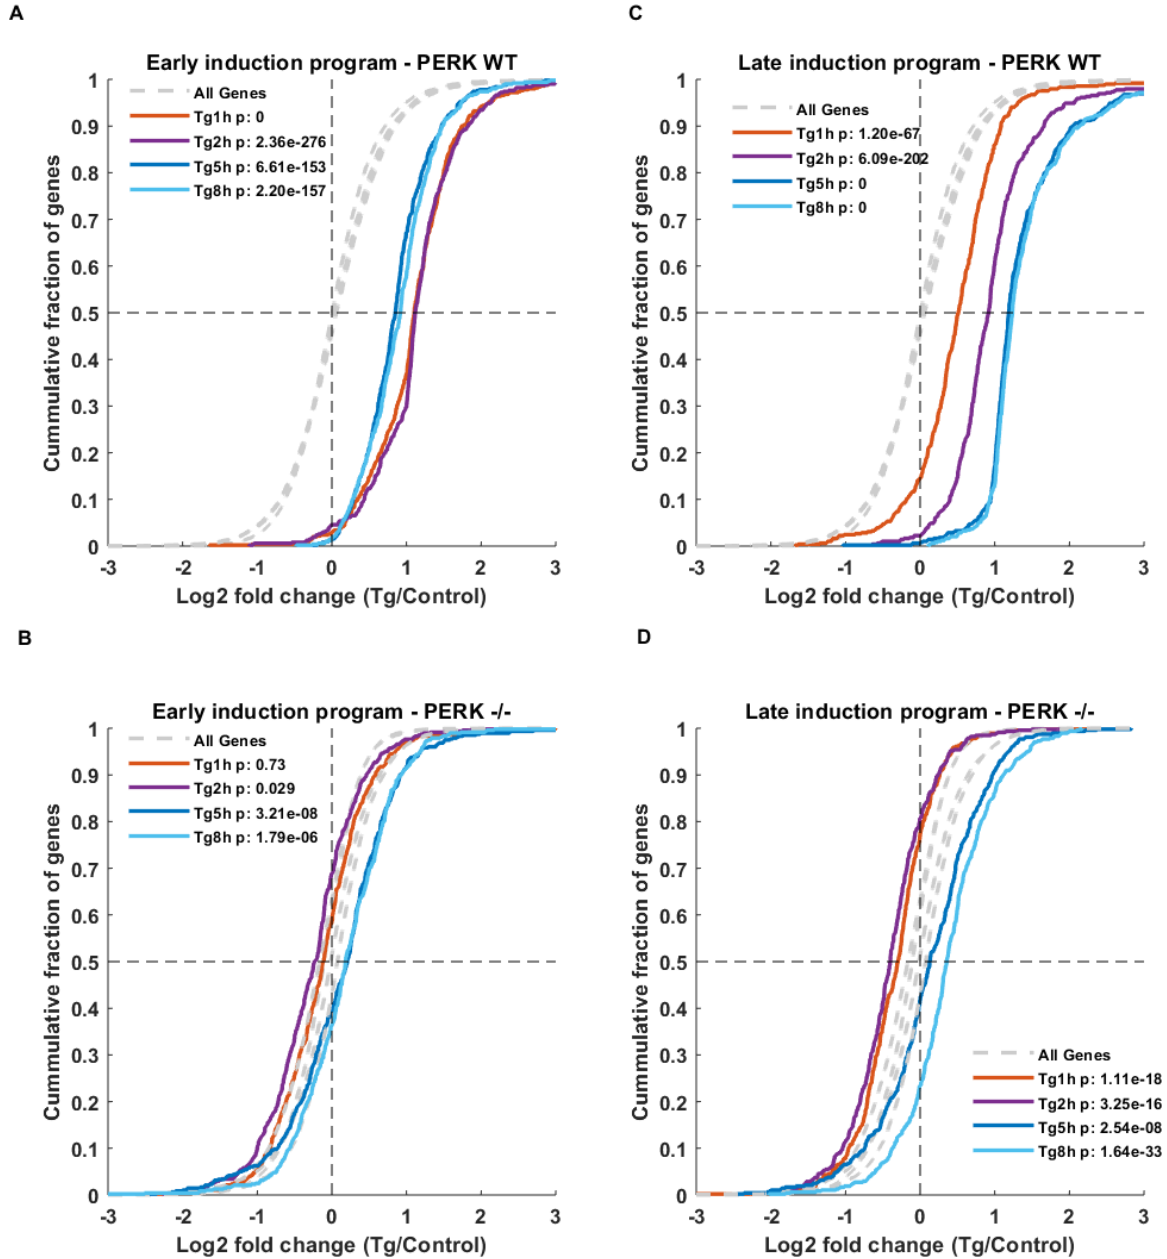

**Figure S5 – Early and late induction gene expression programs are PERK-dependent.**

(A,B) CDF plots demonstrate the cumulative fraction of early induction cluster genes (y-axis), as a function of their log2 fold change (LFC) (x-axis) relative to control in (A) PERK WT and (B) PERK  $-/-$  cells. Dashed grey lines depict the background LFC distributions of all expressed genes in each timepoint, t-test p-value are indicated. Similar CDF plot analysis was performed for the Late induction cluster (C,D).

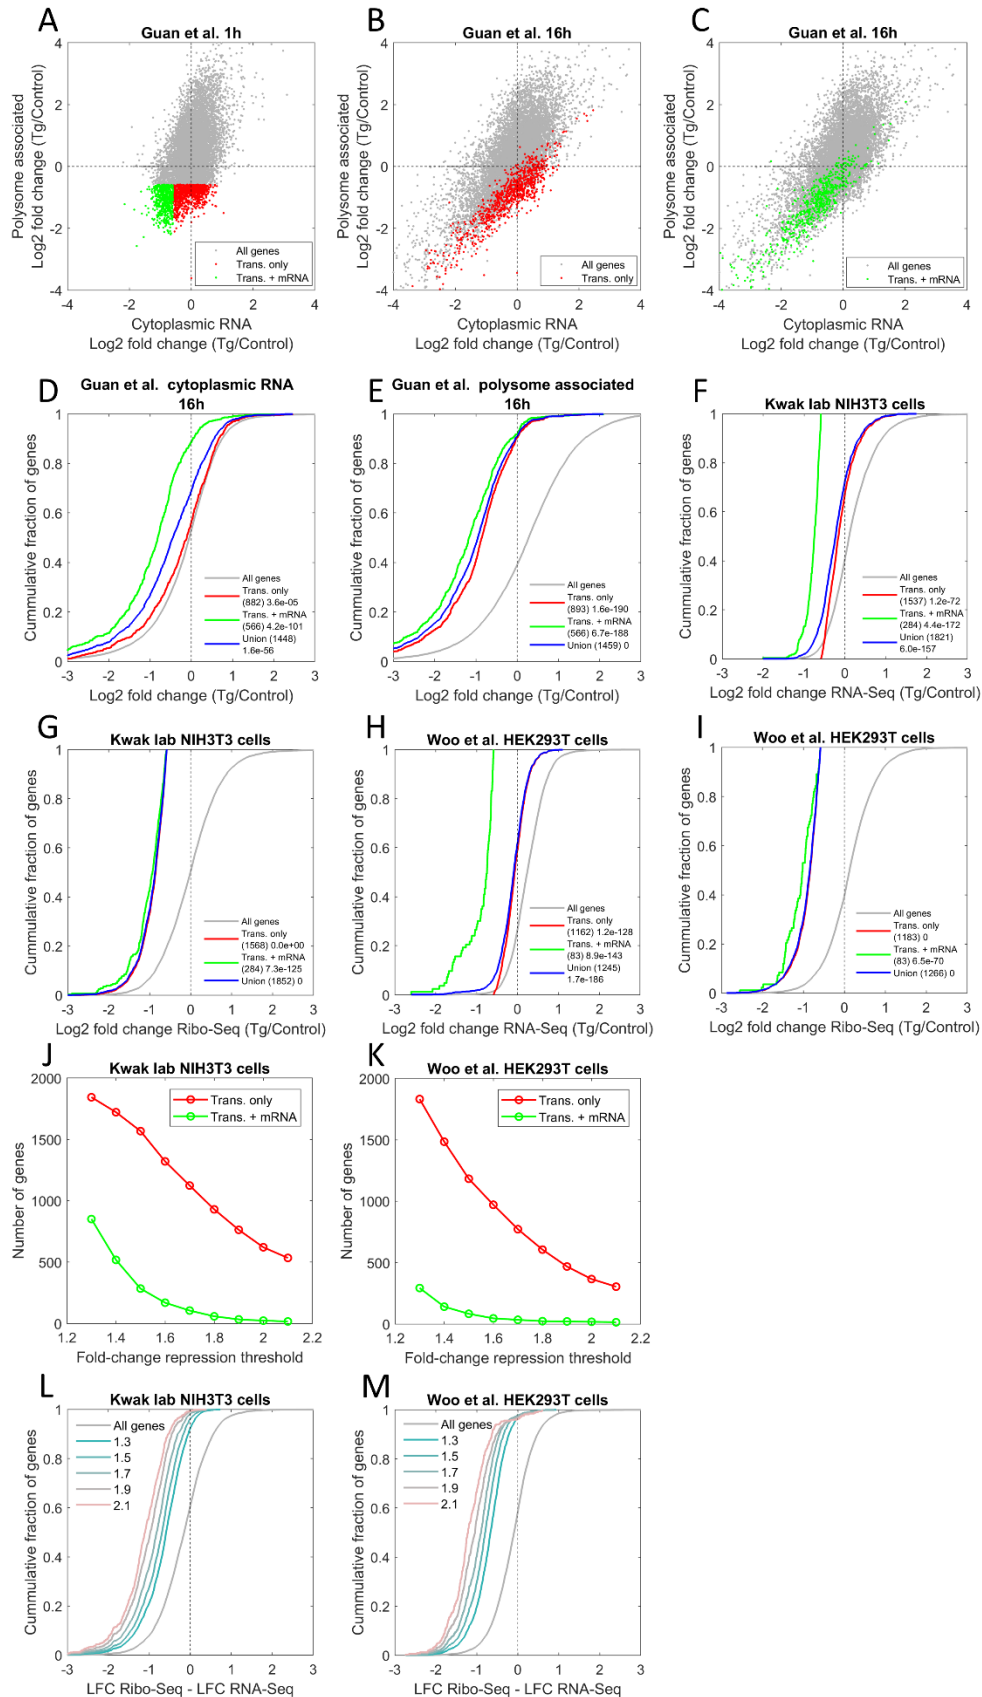

**Figure S6 – Multiple datasets demonstrate a significant translational component in the repression of ER targets during ER stress.**

(A) Log2 fold change (LFC, 1h Tg/Control) of gene expression in translation (polysome-associated, y axis) vs. mRNA (cytoplasmic RNA, x axis) from Guan et al.<sup>2</sup>. Genes that show repression at 1h of Tg, both at the mRNA and the translational level by 1.5 fold or more are highlighted in green. Genes whose repression was mainly at the level of translation (by 1.5 fold or more) are highlighted in red. (B,C) LFC (16h Tg/Control) of gene expression in translation (y axis) vs. mRNA (x axis) from Guan et al.<sup>2</sup>. Genes whose repression was mainly at the level of translation at 1h of Tg, as defined in (A) (highlighted in red), and genes that were repressed both at the mRNA and the translational levels at 1h of Tg, as defined in (A) (highlighted in green), show similar mode of regulation at 16h. (D,E) CDF plots demonstrate the cumulative fraction of gene groups defined in (A) (y-axis), as a function of their LFC (x-axis) of mRNA (D) or translation (E) at 16h Tg relative to control, largely recapitulate their mode of regulation at 1h. (F, G) Analysis of data from NIH3T3 cells, treated with Tg for 1.5h (Kwak lab GSE103667). CDF plots demonstrate the cumulative fraction of genes for groups defined as repressed both at the mRNA (RNA-seq) and translation (Ribo-seq) levels vs. translation level only (in the same way as in (A)), as a function of their LFC (Tg/Control, x-axis) for RNA-Seq (F) and Ribo-Seq (G). (H, I) Analysis of data from HEK293T cells treated with Tg for 2h (Woo et al.<sup>3</sup>). CDF plots demonstrate the cumulative fraction of genes for groups defined as repressed both at the mRNA and translation levels vs. translation level only (in the same way as in (A)), as a function of their LFC (Tg/Control, x-axis) for RNA-Seq (H) and Ribo-Seq (I). (J-M) Repression analysis for the two additional datasets (from F-I) shows robustness to parameter threshold choice. Similar analysis of separation to mRNA- and translation-level vs. translation-level regulated genes was repeated using multiple cutoff definitions for repression. All cutoffs recapitulated the same trends observed using the 1.5 cutoff (used for F-I and Fig. 5D,E); (J, K) The number of genes in the two groups (repression in both mRNA and translation – green; repression mainly in translation - red) as a function of fold-change repression threshold for the data from NIH3T3 cells (Kwak lab, GSE103667, J) and from HEK293T cells (Woo et al.<sup>3</sup>, K). (L, M) CDF plots for the difference between translation log2 fold change (Ribo-Seq LFC) and mRNA-level log2 fold change (RNA-Seq LFC) under multiple repression thresholds in the data from panel J and K respectively, similarly to Fig. 5D,E. In both datasets and under all thresholds, genes were mainly translationally repressed.

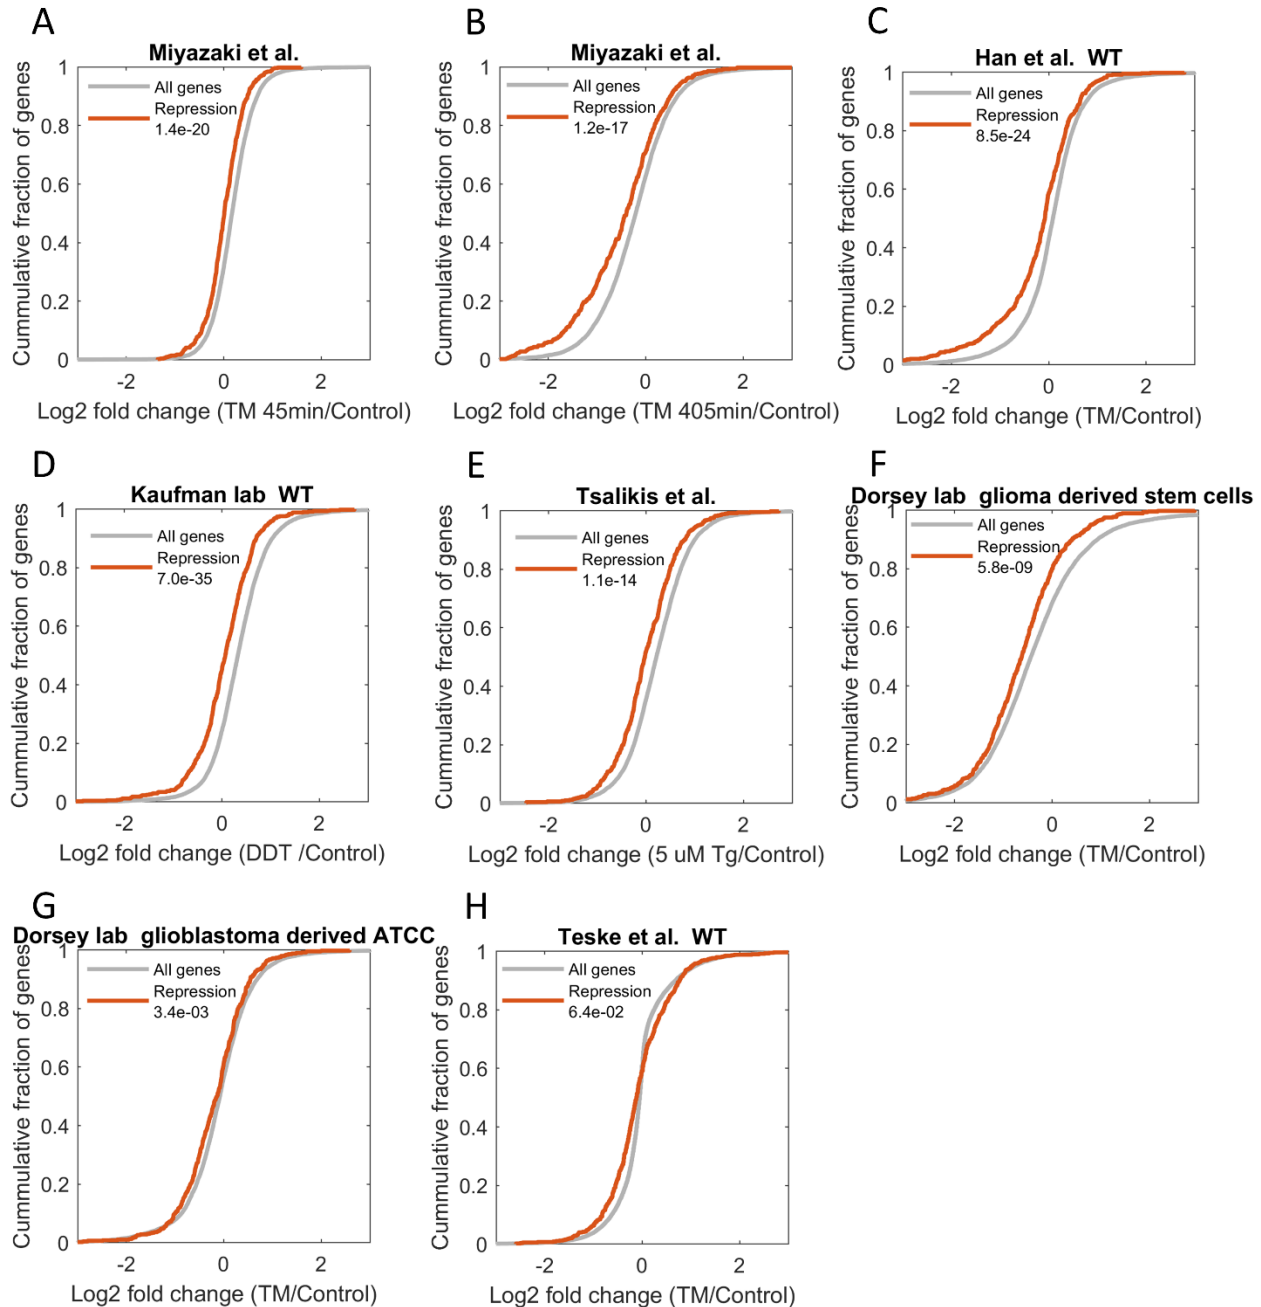

**Figure S7 - Repression program is recapitulated in many cell types and stress treatments.**

CDF plots demonstrate the cumulative fraction of each set of genes (y-axis), as a function of their log2 fold change (LFC) (x-axis) relative to control. Background distributions (LFC values of all expressed genes) are marked by grey lines. T-test p-values between each distribution and its respective background are indicated. The analysis demonstrated that the ER stress repression gene expression program that was identified in MEFs (Fig. 2) was recapitulated in many other stress treatments (Tunicamycin, TM, A-C, and DTT, D). Additionally, the ER stress repression gene expression program (Fig. 2) was also recapitulated in other cell types (E-H). See Table S4 for a detailed list of datasets used.

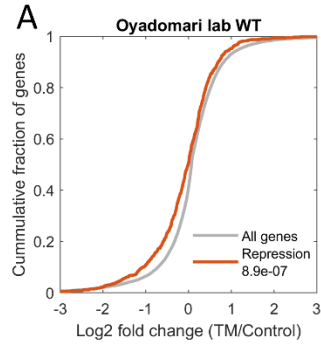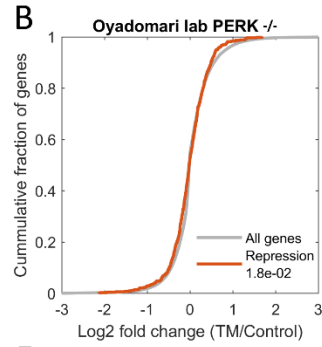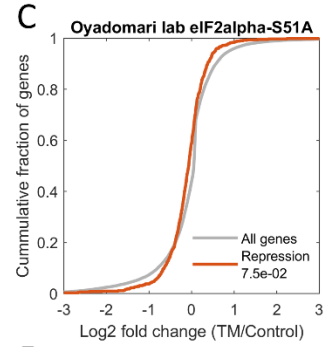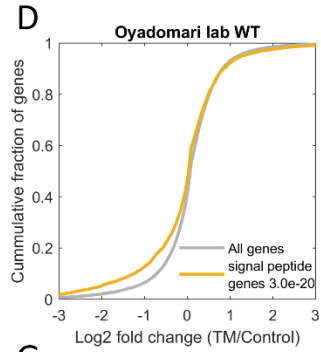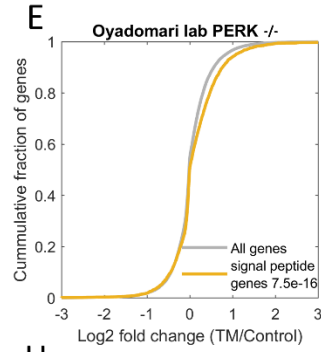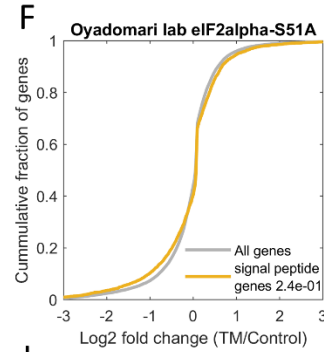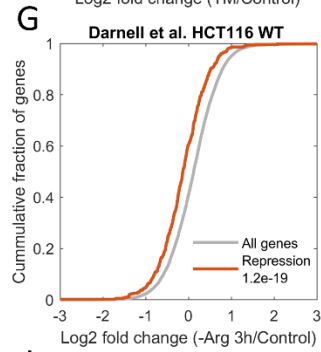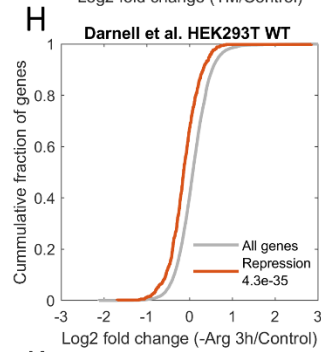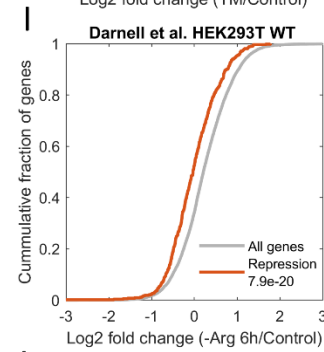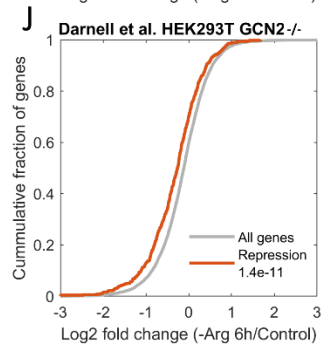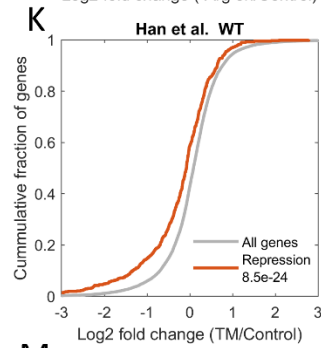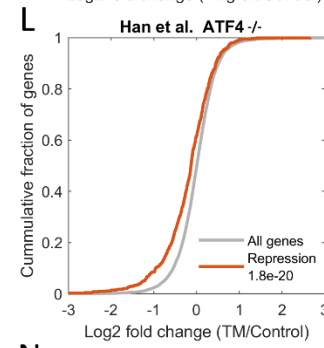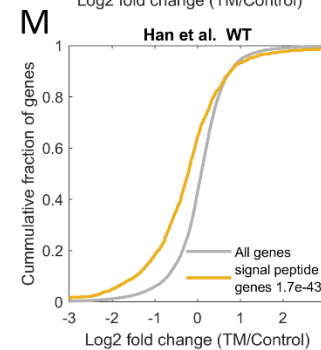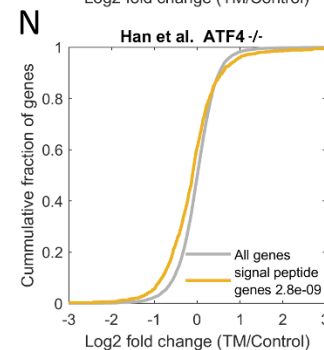

**Figure S8 - PERK-mediated repression of ER targets during ER stress is largely mediated through eIF2 $\alpha$  phosphorylation, and partly dependent on ATF4.**

CDF plots demonstrate the cumulative fraction of each set of genes (y-axis), as a function of their log<sub>2</sub> fold change (LFC) (x-axis) relative to control. Background distributions (LFC values of all expressed genes) are marked by grey lines. T-test p-values between each distribution and its respective background are indicated. The analysis examines the potential role of regulators downstream to PERK in the mediation of ER target repression. The ER stress repression program, as well as ER targets (signal peptide containing proteins) showed significant repression in WT MEFs (A and D respectively), which was completely abrogated in PERK <sup>-/-</sup> MEFs (B,E) and eIF2 $\alpha$ -S51A MEFs (C,F), indicating that eIF2 $\alpha$  phosphorylation downstream of PERK plays a major role in the preferential repression of ER targets. (G-J). Significant downregulation of the ER stress repression program is shown in HCT116 WT (G), HEK293T WT (H,I), as well as GCN2 knockout HEK293T cells (J) upon Arginine deprivation<sup>4</sup>. See Table S4 for a detailed list of datasets used. (K,L) Significant downregulation in the repression program is observed in WT and ATF4 <sup>-/-</sup> MEFs<sup>5</sup>. (M,N) ER targets (signal peptide containing proteins) showed significant repression in WT MEFs (M), which is partly alleviated in ATF4 <sup>-/-</sup> MEFs (N).

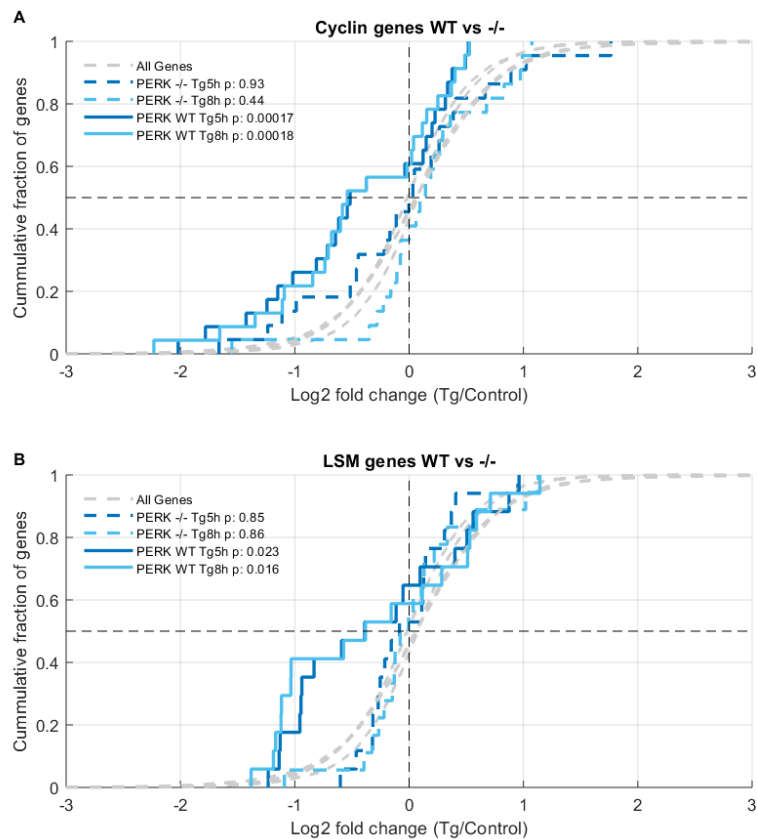

**Figure S9 - Cyclins and LSM domain proteins show a PERK-dependent repression in chronic ER stress.**

CDF plots depict cyclins (A) and LSM-domain proteins (B) log2 fold changes (LFCs) at the 5h and 8h Tg treatments compared to control in either PERK WT (solid lines) or PERK -/- cells (dashed lines), demonstrating a significant PERK-dependent repression of these two sets of genes. Grey dashed lines indicate the background distributions of the LFCs of all expressed genes in the different timepoints, t-test p-values between each distribution and its respective background are indicated.

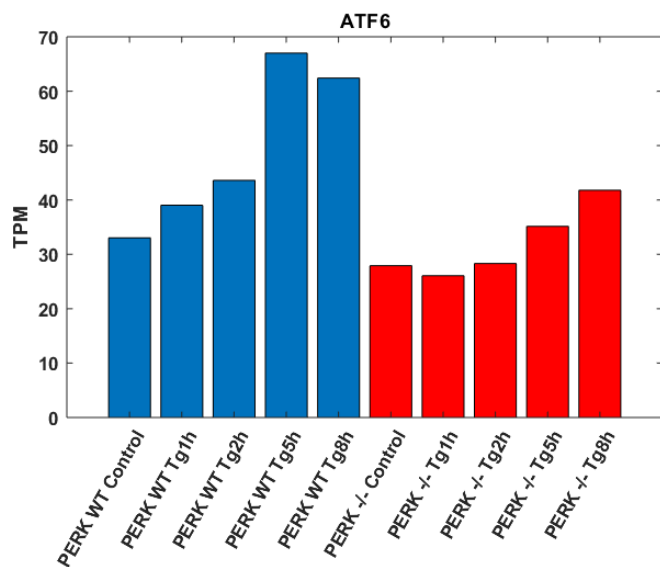

**Figure S10 – ATF6 induction in ER stress is partially PERK-dependent.** TPM expression levels of ATF6 are shown in the different samples.

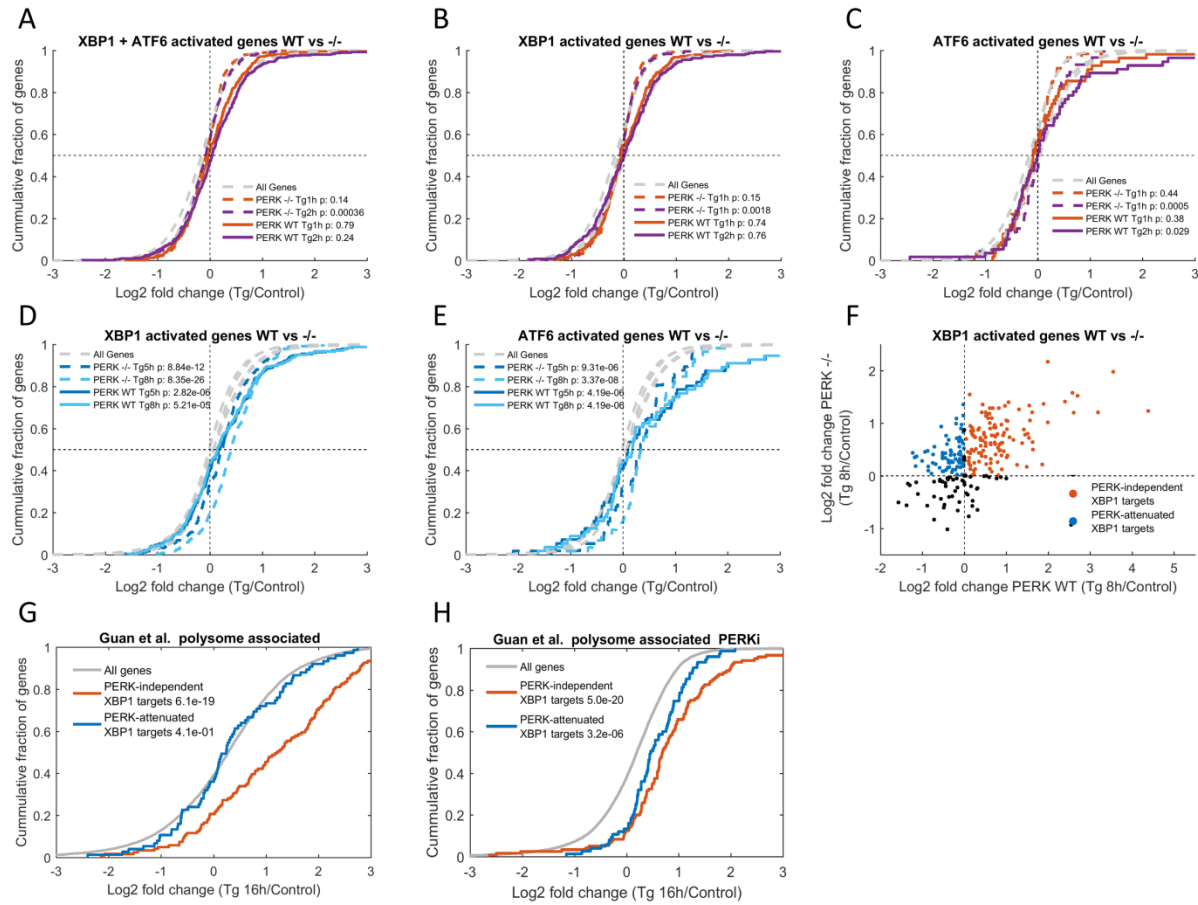

**Figure S11 – Complex interplay between XBP1 and ATF6 target genes and PERK.**

(A) Marginal change in XBP1-ATF6 targets (defined by Shoulders et al.<sup>6</sup>) levels in the early timepoints of ER stress as demonstrated by CDF plots of the log2 fold changes (LFCs) at 1h or 2h post Tg vs. control. (B) the same trend holds for XBP1 targets and (C) ATF6 targets separately. (D-E) The same analysis as in Fig. 6A, B holds true for XBP1 targets. (F) Definition of XBP1 independent (up-regulated in PERK WT and -/-, red) and attenuated (up-regulated only in PERK -/-, blue) groups. (G,H) The same analysis as in Figure 6C,D holds true for XBP1 targets. CDF plot shows that PERK-independent XBP1 targets are induced in the Guan et al. dataset after 16h of Tg treatment (G, red curve) irrespective of PERK inhibition (H, red curve), while PERK-attenuated XBP1 targets were unchanged at 16h Tg treatment (G, blue curve), and induced with the inhibition of PERK (H, blue curve). ATF6 target set subsets were too small to draw conclusions. Grey lines indicate the background distributions of the LFCs of all expressed genes in the different conditions, t-test p-values between each distribution and its respective background are indicated.

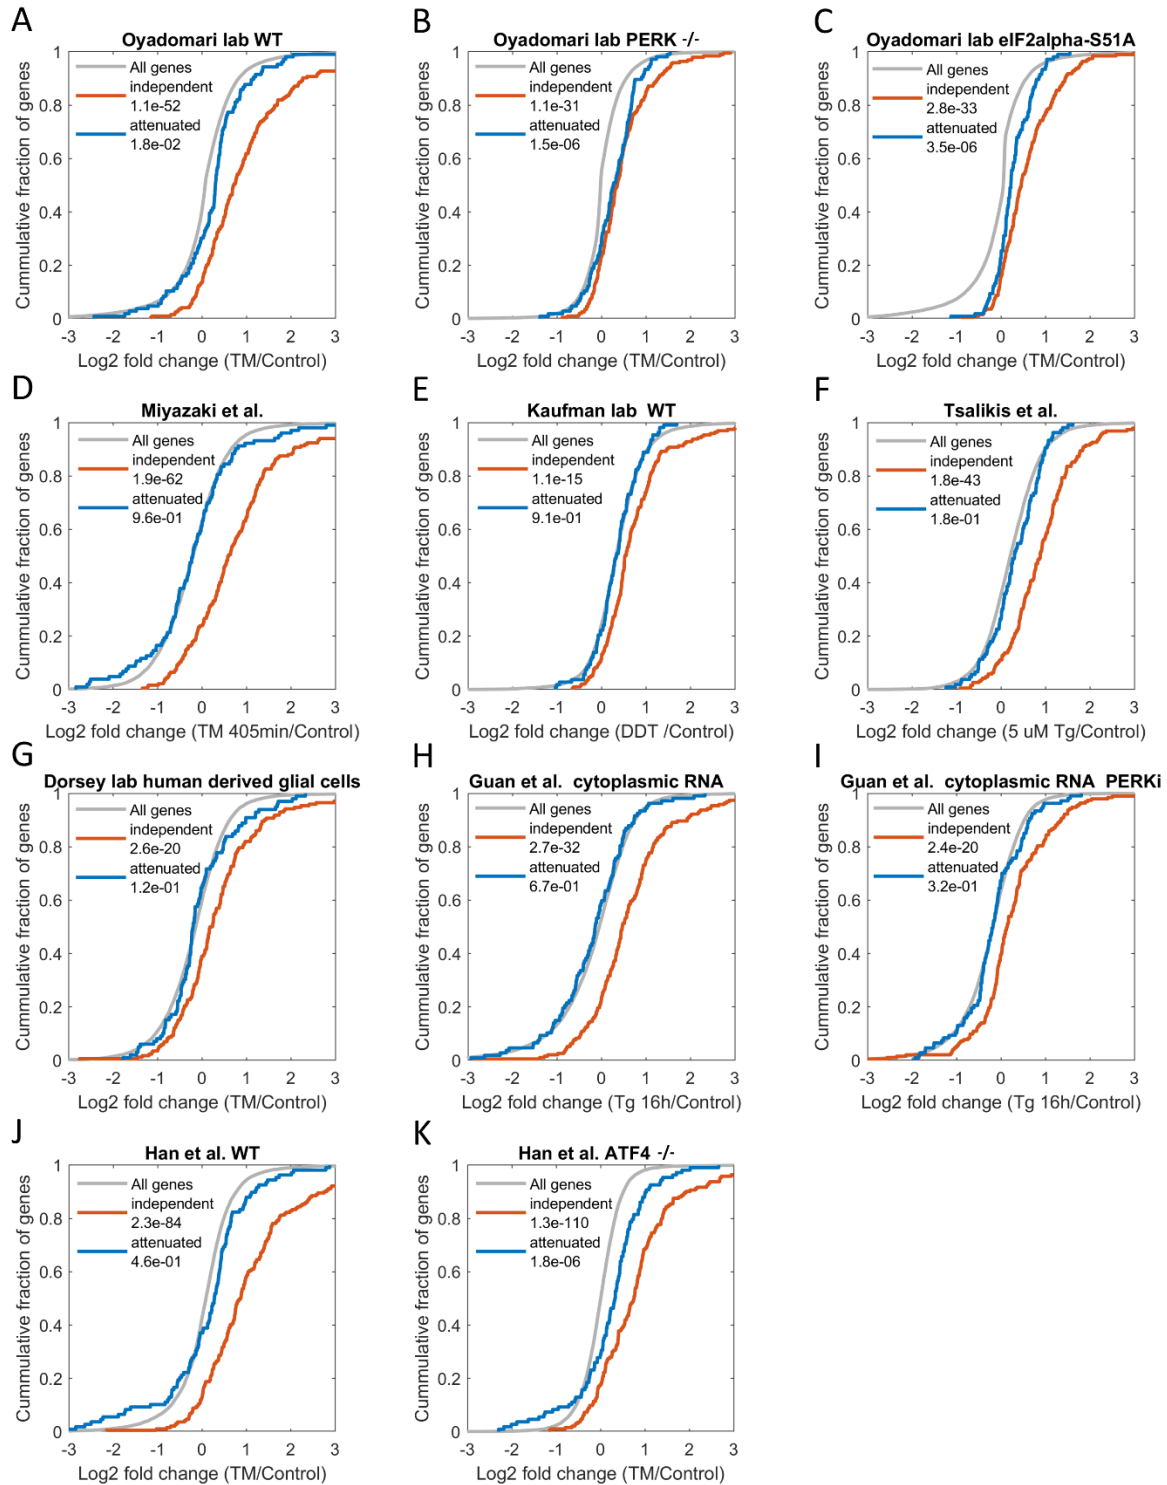

**Figure S12 – PERK-mediated attenuation of XBP1-ATF6 targets is governed by transcriptional and translational regulation, and involves eIF2 $\alpha$  phosphorylation and ATF4.**

Changes in the levels of PERK-independent XBP1-ATF6 targets (red curves) and PERK-attenuated XBP1-ATF6 targets (blue curves) (XBP1-ATF6 targets taken from Shoulders et al.<sup>6</sup>, groups defined in Fig. 6B) during ER stress, as demonstrated by CDF plots of the log<sub>2</sub> fold changes (LFCs) of treatment vs. control. Grey lines indicate the background distributions of the LFCs of all expressed genes in the different conditions, t-test p-values between each distribution and its respective background are indicated. (A-C) PERK-attenuated XBP1-ATF6 targets were unchanged at TM treatment in PERK WT MEFs (A). Relief in PERK-mediated inhibition of the PERK-attenuated XBP1-ATF6 targets in the PERK <sup>-/-</sup> MEFs (B) and in eIF2 $\alpha$ -S51A MEFs (C). (D-G) Similar trends of induction vs. attenuation for the PERK-independent and PERK-attenuated XBP1-ATF6 targets were found in several mRNA expression datasets, including response to TM<sup>7</sup> (D) and DTT (E), as well as in other cell types, including Tg treated intestinal stem cells<sup>8</sup> (F), and glial cells treated with TM (G). (H,I) Analysis of mRNA expression from Guan et al.<sup>2</sup> showed that, unlike the translational level (Fig. 6C,D), no relief was observed at the mRNA level of the PERK-attenuated XBP1-ATF6 targets upon PERK inhibition for 4h. (J,K) Significant alleviation of repression for the PERK-attenuated XBP1-ATF6 targets in ATF4 <sup>-/-</sup> MEFs (K) compared to WT MEFs (J) from Han et al.<sup>5</sup> See Table S4 for a detailed list of datasets used.

## References:

- 1 Shalgi, R. *et al.* Widespread regulation of translation by elongation pausing in heat shock. *Molecular cell* **49**, 439-452, doi:10.1016/j.molcel.2012.11.028 (2013).
- 2 Guan, B. J. *et al.* A Unique ISR Program Determines Cellular Responses to Chronic Stress. *Mol Cell* **68**, 885-900 e886, doi:10.1016/j.molcel.2017.11.007 (2017).
- 3 Woo, Y. M. *et al.* TED-Seq Identifies the Dynamics of Poly(A) Length during ER Stress. *Cell Rep* **24**, 3630-3641 e3637, doi:10.1016/j.celrep.2018.08.084 (2018).
- 4 Darnell, A. M., Subramaniam, A. R. & O'Shea, E. K. Translational Control through Differential Ribosome Pausing during Amino Acid Limitation in Mammalian Cells. *Mol Cell* **71**, 229-243 e211, doi:10.1016/j.molcel.2018.06.041 (2018).
- 5 Han, J. *et al.* ER-stress-induced transcriptional regulation increases protein synthesis leading to cell death. *Nat Cell Biol* **15**, 481-490, doi:10.1038/ncb2738 (2013).
- 6 Shoulders, M. D. *et al.* Stress-independent activation of XBP1s and/or ATF6 reveals three functionally diverse ER proteostasis environments. *Cell Rep* **3**, 1279-1292, doi:10.1016/j.celrep.2013.03.024 (2013).
- 7 Miyazaki, Y., Chen, L. C., Chu, B. W., Swigut, T. & Wandless, T. J. Distinct transcriptional responses elicited by unfolded nuclear or cytoplasmic protein in mammalian cells. *Elife* **4**, doi:10.7554/eLife.07687 (2015).
- 8 Tsalikis, J. *et al.* The transcriptional and splicing landscape of intestinal organoids undergoing nutrient starvation or endoplasmic reticulum stress. *BMC Genomics* **17**, 680, doi:10.1186/s12864-016-2999-1 (2016).

**Table S4 – List of all datasets used.**

| Dataset                                                | Accession                 | Assay                                              | Cell type                                                              | Genotype                              | Condition                                     |
|--------------------------------------------------------|---------------------------|----------------------------------------------------|------------------------------------------------------------------------|---------------------------------------|-----------------------------------------------|
| Guan et al. Mol Cell 2017 <sup>1</sup>                 | GSE90070                  | RNA-Seq of polysome-associated and cytoplasmic RNA | MEF                                                                    | WT                                    | Tg 1hr<br>Tg 16hr<br>Tg 16hr + PERK inhibitor |
| Woo et al. Cell Reports 2018 <sup>2</sup>              | GSE103719                 | RNA-Seq + Ribo-Seq                                 | HEK293T cells                                                          | WT                                    | Tg 2 hr                                       |
| Kwak lab NIH3T3 cells                                  | <a href="#">GSE103667</a> | RNA-Seq + Ribo-Seq                                 | NIH3T3                                                                 | WT                                    | Tg 1.5 hr                                     |
| Miyazaki et al. Elife 2015 <sup>3</sup>                | GSE65636                  | RNA-Seq                                            | NIH3T3                                                                 | WT                                    | TM 45 min<br>TM 405 min                       |
| Oyadomari lab                                          | <a href="#">GSE49598</a>  | Microarrays                                        | MEF                                                                    | WT<br>PERK -/-<br>eIF2 $\alpha$ -S51A | TM 12 hr                                      |
| Tsalikis et al. BMC Genomics 2016 <sup>4</sup>         | <a href="#">GSE84989</a>  | RNA-Seq                                            | Mouse intestinal stem cell                                             | WT                                    | Tg 4 hr                                       |
| Kaufman lab                                            | <a href="#">GSE84450</a>  | RNA-Seq                                            | MEF                                                                    | WT                                    | DTT 4 hr                                      |
| Dorsey lab                                             | <a href="#">GSE102505</a> | RNA-Seq                                            | -Human astrocytes<br>-Glioma derived stem cells<br>-human glioblastoma | WT                                    | TM 24 hr                                      |
| Darnell et al. Mol Cell 2018 <sup>5</sup>              | GSE113751                 | Ribo-Seq                                           | HEK293T (WT and GCN2 -/-)<br>HCT116 (WT)                               | WT<br>GCN2 -/-                        | Arg deprivation for 3 and 6 hr                |
| Teske et al. Mol biology of the cell 2011 <sup>6</sup> | GSE29929                  | microarrays                                        | mouse liver cells                                                      | WT                                    | TM 6 hr                                       |

|                                                        |          |         |     |                |         |
|--------------------------------------------------------|----------|---------|-----|----------------|---------|
|                                                        |          |         |     |                |         |
| Han et al.<br>Nature cell<br>biology 2013 <sup>7</sup> | GSE35681 | RNA-Seq | MEF | WT<br>ATF4 -/- | TM 8 hr |

## References:

- 1 Guan, B. J. *et al.* A Unique ISR Program Determines Cellular Responses to Chronic Stress. *Mol Cell* **68**, 885-900 e886, doi:10.1016/j.molcel.2017.11.007 (2017).
- 2 Woo, Y. M. *et al.* TED-Seq Identifies the Dynamics of Poly(A) Length during ER Stress. *Cell Rep* **24**, 3630-3641 e3637, doi:10.1016/j.celrep.2018.08.084 (2018).
- 3 Miyazaki, Y., Chen, L. C., Chu, B. W., Swigut, T. & Wandless, T. J. Distinct transcriptional responses elicited by unfolded nuclear or cytoplasmic protein in mammalian cells. *Elife* **4**, doi:10.7554/eLife.07687 (2015).
- 4 Tsalikis, J. *et al.* The transcriptional and splicing landscape of intestinal organoids undergoing nutrient starvation or endoplasmic reticulum stress. *BMC Genomics* **17**, 680, doi:10.1186/s12864-016-2999-1 (2016).
- 5 Darnell, A. M., Subramaniam, A. R. & O'Shea, E. K. Translational Control through Differential Ribosome Pausing during Amino Acid Limitation in Mammalian Cells. *Mol Cell* **71**, 229-243 e211, doi:10.1016/j.molcel.2018.06.041 (2018).
- 6 Teske, B. F. *et al.* The eIF2 kinase PERK and the integrated stress response facilitate activation of ATF6 during endoplasmic reticulum stress. *Mol Biol Cell* **22**, 4390-4405, doi:10.1091/mbc.E11-06-0510 (2011).
- 7 Han, J. *et al.* ER-stress-induced transcriptional regulation increases protein synthesis leading to cell death. *Nat Cell Biol* **15**, 481-490, doi:10.1038/ncb2738 (2013).

How the deposited data were processed for this re-analysis (not part of the article)

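Ribosome footprints of 13 libraries were used, 1 per condition. They were 5 of PERK WT MEFs and 5 of PERK −/− MEFs (control and 1, 2, 5 and 8 h of 1 μM Tg) and 3 of NIH3T3 cells (control and 2 and 7 h of 200 nM Tg). The authors kept footprints of 22 to 34 nt after removal of the polyA tail and filtered reads of rRNA and tRNA with STAR. They aligned the rest with Bowtie2 to RefSeq coding sequences of mm10 clipped by 30 nt at each end, left out transcripts under 100 nt, and ran RSEM. The expected counts were deposited by the authors as whole numbers per gene from RSEM, with no scaling between libraries. The TPM values were scaled within each library by RSEM over the clipped coding sequences, as deposited by the authors. The TMM and DESeq2 scalings were applied to the expected counts. The paper does not state the versions of these tools.

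The tables hold 22406 symbols, of which 25 had been turned into dates and were kept as they stand. Genes with a mean TPM of at least 2 over the MEF libraries (10432) or the NIH3T3 libraries (10117) were analysed, TPM values under 4 were raised to 4, and each Tg library was compared with its own control. Genes changed at least 2-fold in WT MEFs at any time, with at most 1 of 5 WT values under 4 TPM, were given 1 of 3 programs by the rank order of the WT values. The limit on low values and the programs of the rank orders were taken from an excerpt of Table S5. With 1 library per condition, no test between conditions was made and no replicate could be left out. Random lists (10000, matched on mean TPM in 20 bins) describe where a list's median lies among expressed genes. Intervals have 95% confidence.

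The rule for the named genes was set before the data were examined. It takes the genes the paper names for these libraries, Eif2ak3, the members of the cyclin, Sm, amino-acid and sterol lists of Tables S1 and S3, and in each program the 3 genes with the largest log2 change among those with at least 100 expected counts in both libraries, which the data then picked. Apart from it, the genes named in the closing section as changed in PERK −/− MEFs alone were chosen after their values were seen. The lists chosen by symbol (histones, ribosomal proteins) and all alternatives but the removal of the GC trend were also set beforehand. A gene set of hydrophobic N termini was added later. It holds genes whose protein has, within its 30 N-terminal residues, a window of 8 residues with a mean Kyte-Doolittle hydropathy of at least 2.2. GC content and protein sequences came from a GENCODE annotation of GRCm38, the same assembly as mm10, and 95.9% of the expressed genes had a sequence.

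The alternatives were a floor of 1 TPM, a pseudocount of 1, a mean TPM of at least 5, no limit on low values, a 3-fold threshold, TMM factors, DESeq2 size factors, counts thinned to the smallest library, 2 other assignments of programs, other transformations for the principal components, and, added after seeing the data, the removal of a lowess trend (fraction 0.3) on GC content.

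The selection was tested on simulated data with 200 changed genes. It called 189 genes raised 2.5-fold and 197 raised 4-fold, but 111 lowered 4-fold. The floor hides the fall of weakly expressed genes, and the limit on low values leaves out genes that fall under 4 TPM. The shares of the floor and the limit were not separated. Of genes with a mean TPM of at least 16, it called 109 of 112 lowered 4-fold. Among simulated early, late and repression genes it called 191, 191 and 123 of 200, with the right program in 100% of those called. The smallest MEF library, WT at 2 h, had a median of 57, 60.5 and 50 expected counts per gene in the early, late and repression programs.

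R 4.3.3 with edgeR 4.0.16 and DESeq2 1.42.0 and Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6, matplotlib 3.10.9 and Biopython 1.88 were used. Left out were the positional occupancy along ORFs, which gene tables do not hold, the published data of other studies, and the targets of XBP1 and ATF6 and the lists of ER-targeted proteins, which were not at hand. Entries of Tables S1 to S3 given only in part were also left out.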

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

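Chosen only after the result was seen were the test of the WT control on the GC trend and the 3 tests on genes changed in PERK −/− MEFs alone. The one on the PERK −/− control replaced a count of genes at least 2-fold apart between PERK −/− 2 h and 5 h (1091), which could not speak for these genes.

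The log2 changes followed the GC content of the coding sequence in opposite directions in the 2 genotypes, over 10008 genes that are not independent replicates. Spearman's rho was 0.245, 0.358, 0.413 and 0.462 in WT MEFs at 1, 2, 5 and 8 h. It was −0.372, −0.471, −0.0825 and −0.0168 in PERK −/− MEFs, and −0.103 and −0.0567 in NIH3T3 cells at 2 and 7 h. All 4 WT libraries lie on one side of 0 and all 4 PERK −/− libraries on the other, and the difference was not tested. It was the 1 result found among 30 searched for opposite directions. The Tg libraries of a genotype share 1 control, so they do not count as separate observations.

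The trend was not carried by the genes of the programs, since among genes under 2-fold in each MEF library rho at WT 8 h was 0.461. It was not due to the WT control alone, since the ratio of WT 8 h to WT 1 h, which leaves the control out, had a rho of 0.325. In PERK −/− MEFs, the ratio of 5 h to 2 h had a rho of 0.296, so the trend changed there between Tg libraries. Thinning all libraries to the smallest left a rho of 0.426, which argues against depth. A GC-dependent yield of single libraries may still contribute, since no replicate shows its size and neither the labels nor the paper give a batch. An effect of PERK on the translation of GC-rich mRNAs is a biological explanation that stays open and untested for MEFs. NIH3T3 cells have PERK, and their rho was −0.103 and −0.0567. This argues against such a rise of GC-rich mRNAs in NIH3T3 cells, where both libraries share 1 control.

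Under the rule used for WT MEFs, 1041 genes changed in PERK −/− MEFs and not in WT MEFs (322 up and 719 down), which the paper does not report. With TMM factors there were 871 (324 up and 547 down) and with DESeq2 size factors 873 (310 and 563). Counting error gave at most 29 changed genes in simulations. Of the 1041 genes, 72.0% were at least 2-fold apart among the Tg libraries, without the control, so the control alone does not account for that part. A single deviating Tg library could give the same share. The 5 h library had counts for 11784 genes, the fewest of the MEF libraries. Over all expressed genes, it was at least 2-fold apart from 2 h in 1091 genes and from 8 h in 720. With the GC trend removed, 75.3% of those with a sequence still passed 2-fold. Variation between cultures or libraries may contribute, and no replicate bounds it. A response that appears without PERK is the biological explanation that stays open.

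In NIH3T3 cells, 1388 genes changed at least 2-fold outside the 3 programs (661 up and 727 down), among 1912 changed genes in all. With TMM factors 767 were up and 559 down, and with DESeq2 size factors 843 and 522, so which direction is more frequent depends on the scaling. At most 33 changed in simulations of counting error, and 88.6% of those with a sequence passed 2-fold with the GC trend removed. Only 31.3% of the 1388 genes were at least 2-fold apart between the 2 h and 7 h libraries. For these genes a deviation of the single control library cannot be told apart from a response present at both times, because both changes are taken against that control. A response of NIH3T3 cells that MEFs lack stays open.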

How the results depend on the processing

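Of the alternatives tested here, only the removal of the GC trend from each library was chosen after the results were seen. For the values given here the cause was not tested, except that a floor of 1 TPM and no limit on low values admit more genes by construction and a 3-fold threshold fewer. With 1 library per condition there is no replicate to leave out.

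Of 58 counts recomputed, 46 stayed within 1.5-fold. Of 330 program medians, 232 stayed inside the 95% interval, 92 left it with the same sign and 6 left it with a change of sign. At 1 and 2 h in MEFs these were 89, 37 and 6 of 132. Of 360 changes of single genes, 280 stayed inside the interval, 72 left it with the same sign and 8 with a change of sign. For lists it was 540, 19 and 1 of 560. A mean TPM of at least 5 and the text rule for programs left all counts and program medians within these bounds.

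With a floor of 1 TPM, 2517 genes changed in WT MEFs, all 1660 included, 825 of them early induction genes, and in PERK −/− MEFs 551 were up and 449 down at 8 h. At a 3-fold threshold there were 381 genes, 132 early, 136 late and 113 repression, and 50 up and 70 down in PERK −/− MEFs at 8 h. At 5 and 8 h, the medians were then 139.6% and 152% (early, WT), 3.14% and 2.10% (early, PERK −/−), 269.6% and 283% (late, WT), 26.2% and 39.6% (late, PERK −/−), −66.6% and −67.1% (repression, WT) and −33.2% and −23.8% (repression, PERK −/−). In NIH3T3 cells, the log2 medians at 2 and 7 h were 0.80 and 0.52 (early) and 0.14 and 0.70 (late).

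With average linkage, 320 genes were early induction. Their WT medians were 68.1% at 5 h and 74.9% at 8 h, their PERK −/− median at 5 h was 18.7% and their NIH3T3 median at 7 h 0.042. The late medians were 121% and 128% in WT MEFs at 5 and 8 h and 21.9% in PERK −/− MEFs at 8 h. With no limit on low values, the early WT median at 8 h was 78.8%.

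Each scaling selected the genes anew, with 786 repression genes under TMM and 749 under DESeq2 size factors. The direction of the repression genes in PERK −/− MEFs changed, to 3.396% at 1 h and 9.91% at 2 h with TMM factors. With DESeq2 size factors the medians were 2.10% and 7.88%. At 8 h these were −16.1% and −15.8%. Relative to TPM, both scalings raised the median of all genes by 0.11 (log2) in PERK −/− MEFs at 2 h, and by 0.11 (TMM) and 0.13 (DESeq2) in NIH3T3 cells at 2 h. Both are applied to counts, so a shift from TPM includes the step from TPM to counts per library total. In NIH3T3 cells, the TMM factors of the control and 2 h were nearly equal (1.021 and 1.019). The TMM shift there thus comes mostly from that step. The early PERK −/− median at 8 h was 4.30% with TMM and 5.17% with DESeq2 factors, the late one 15.9% and 17.7%, and the late WT median at 5 h 122% with TMM factors. In NIH3T3 cells, TMM factors gave 0.58 for early and 0.15 for late induction at 2 h, and −0.39 and −0.41 for repression at 2 and 7 h. DESeq2 size factors gave 0.59 for early induction at 2 h, 0.19 and 0.54 for late induction and −0.37 and −0.39 for repression.

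With TMM factors, the log2 change of Pdia4 changed sign in WT MEFs at 1 h (−0.054), in PERK −/− MEFs at 2 h (0.12) and in NIH3T3 cells at 2 h (0.064). So did that of Dnajc3 in PERK −/− MEFs at 1 h (0.047) and of Eif2ak3 in WT MEFs at 1 h (−0.65). In counts per library total, without these factors, the log2 change was already 0.061 for Pdia4 in NIH3T3 cells at 2 h. For Eif2ak3 in WT MEFs at 1 h the log2 change was already −0.56. With DESeq2 size factors the log2 change was 0.10 for Pdia4 in both PERK −/− MEFs and NIH3T3 cells at 2 h, and −0.60 for Eif2ak3 in WT MEFs at 1 h. The median of the amino-acid genes in NIH3T3 cells at 2 h was then 0.10.

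With the GC trend removed, 313 genes were late induction. The early medians were 69.1% and 70.3% in WT MEFs at 5 and 8 h, and 3.25%, 1.34% and 7.37% in PERK −/− MEFs at 1, 2 and 8 h, the signs at 1 and 2 h being the opposite of those without removal. The late PERK −/− median at 5 h was 18.7%, and the repression medians −21.1% and −18.6% at 5 and 8 h. In NIH3T3 cells, the early median at 2 h was 0.62, the late medians 0.32 and 0.67, and the repression median at 2 h −0.43.

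With thinned counts, the late WT median at 8 h was 128%, the repression PERK −/− median at 8 h −7.87%, the late NIH3T3 median at 7 h 0.32 and the repression NIH3T3 median at 2 h −0.47. A pseudocount of 1 moved the last to −0.48. With all expressed genes, PC2 held 18.8% of the variance.

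The genes changed in WT MEFs shared with the set of 1660 were 1459 of 2116 with a pseudocount of 1, 1431 of 1657 with TMM factors, 1447 of 1641 with DESeq2 size factors, 1422 of 1958 with thinned counts and 1118 of 1308 with the GC trend removed. Of the genes changed at least 2-fold, the share that went up in PERK −/− MEFs at 8 h was 54.5%, and 40.9% with TMM factors. Depth limits the WT library at 2 h most, where 72 early, 75 late and 142 repression genes had under 20 expected counts.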

Differences from the paper's values

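No tests were made for these comparisons. Of 18 values in the paper's text and 2 in its figures that were computed here, 0 differed by the rule used (more than 1.5-fold). The paper gives 1658 changed genes against 1660 here, and 505, 495 and 658 early, late and repression genes against 501, 516 and 643. The paper's PC1 and PC2 hold about 70% and about 12% of the variance in Fig. S1A, read by eye, against 69.5% and 12.2%.

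Some statements of the paper differ from the values here. The paper describes an absence of ATF4 translation in PERK −/− MEFs before and during ER stress. Here the coding sequence of Atf4, in tables that do not give the frame, had 289 expected counts in the control and from 266 to 553 in the Tg libraries of these cells.

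For DDIT3 and HERPUD1 the paper describes complete dependence on PERK. At 8 h in PERK −/− MEFs, TPM rose 1.93-fold for Ddit3 and 2.35-fold for Herpud1, with 95% intervals of the log2 change of counts of 0.31 to 1.89 and 1.09 to 1.47.

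The paper describes the repression of cyclins as a group as absent in PERK −/− MEFs. There the cyclins of Table S1D had a median log2 change of −0.99 at 5 h, and Ccnd1 had −1.55 at 8 h, while the median of the list at 8 h was −0.11. The listed cyclins were chosen as repressed in WT MEFs, and the 5 h value rests on a single library. All 21 expressed cyclins had a median of −0.0021 at 5 h, and −0.15 with TMM factors. At 8 h their median was 0.10. In TPM, the values of all expressed cyclins do not differ from the paper's description.

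For the repression program in PERK −/− MEFs at the early times, the paper describes an absence of downregulation. The medians here were −5.40% at 1 h and −5.74% at 2 h, above 0 with TMM factors and with DESeq2 size factors. Random lists matched on mean TPM had medians of −6.12% and −9.56%, with the program at the 72.3 and the 99.5 percentile. Against these lists the values do not differ from the paper's description. Against lists matched on GC content as well, the program was lower.

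The paper's text places the late NIH3T3 library at 7 h, and the heading of its Table S5B at 8 h.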

Other observations

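Chosen only after the result was seen were the tests of GC content and expression on the programs, of selection on the same counts, of GC content on the hydrophobic N termini, and of exchanged libraries. The selection test was at first set to a difference of 0.3 (log2) over all times, and was then set to 0.1 and divided into early and late times. The test of the level before treatment was moved from the late induction genes to genes chosen in NIH3T3 cells once the values of the former had been seen.

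The program genes differ from other genes in GC content, so lists matched on both mean TPM and GC content were drawn. The late induction genes in PERK −/− MEFs at 8 h lay at the 100 percentile of these lists, and the early induction genes in NIH3T3 cells at 2 h at the 100 percentile, so GC content and expression do not account for these increases. The fall of the late induction genes in PERK −/− MEFs at 2 h lay at the 5.97 percentile, inside the middle 95%, and may reflect the GC content of these genes.

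Genes chosen on a random part of the counts had program medians in the other part that were up to 0.24 (log2) nearer 0 at 1 and 2 h in WT MEFs, and up to 0.081 at 5 and 8 h. Selection on the same counts may thus enlarge the WT medians at 1 and 2 h. The parts hold fewer counts than the libraries, so the effect in full libraries is smaller.

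A different level before treatment could make the changes in PERK −/− MEFs smaller. Before treatment, the late induction genes were higher in PERK −/− than in WT MEFs by a median of 0.43 (log2, 0.14 in random lists), and at 8 h their ratio was −0.50. For the early induction genes the ratios were 0.32 and −0.34, and for the repression genes −0.10 and 0.68. The 611 genes at least 2-fold up in NIH3T3 cells at 7 h were chosen without MEF libraries. Their median ratio was 0 in the controls (0.088 in random lists) and −0.34 at 8 h, at the 0 percentile of random lists. Their median change at 8 h was 0.46 in WT and 0.01 in PERK −/− MEFs. For these 611 genes, this argues against a higher starting level as the cause. It cannot decide the question for the late induction genes, which did start higher, so a part played by their starting level stays open.

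Genes with a hydrophobic N terminus (1679, or 16.8% of those with a sequence) fell relative to the other genes in PERK −/− MEFs, by a difference of medians of −0.19 at 1 h and −0.32 at 2 h, and of −0.059 at 5 h and 0.029 at 8 h. NIH3T3 cells, which have PERK, showed −0.17 at 2 h and −0.18 at 7 h (−0.16 and −0.097 with TMM factors, −0.14 and −0.066 with DESeq2 size factors), so the fall is not particular to cells without PERK. With TMM and DESeq2 size factors it was −0.22 and −0.21 in PERK −/− MEFs at 2 h. In WT MEFs the difference was −0.03, −0.10, −0.03 and −0.04 at 1, 2, 5 and 8 h. With TMM factors it was −0.12 at 1 h and −0.16 at 2 h in WT MEFs, and −0.11 at 1 h in PERK −/− MEFs, and at 5 h −0.078 in WT and −0.046 in PERK −/− MEFs, so the order of the genotypes at 1 and 5 h depends on the scaling. The class holds 29.1% of the repression genes and 69.2% of the cell surface list. At 2 h it lay at the 0 percentile of lists matched on mean TPM and GC content. Among genes not changed in WT MEFs the difference was −0.33, which argues against the repression program as its source. The cause stays open, and the difference between genotypes was not tested.

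The 63 expressed histone genes had median log2 changes of 1.24, 1.15 and 1.30 in WT MEFs at 2, 5 and 8 h (61 of 63 up at 1 h), and the 62 expressed in NIH3T3 cells of 0.88 at 2 h and −0.019 at 7 h, where 30 were up and 32 down (0.068 with TMM factors). In PERK −/− MEFs they had −0.16 at 1 h, −0.15 at 2 h with a change of sign to 0.05 with TMM factors, 0.32 at 5 h and −0.0014 at 8 h. Their summed counts rose by 1.13 (log2) at WT 8 h, so a different division of reads between near-identical copies is not the cause. No biological explanation was tested.

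The 87 expressed ribosomal protein genes had medians of −0.32, −0.24, −0.18 and −0.24 in WT MEFs and of 0.26, 0.27, −0.10 and −0.43 in PERK −/− MEFs, with these signs under TPM, TMM and DESeq2 scaling. In NIH3T3 cells, where 84 were expressed, the medians were −0.29 at 2 h and 0.09 at 7 h.

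Footprints on Eif2ak3 remained in PERK −/− MEFs. An exchange of the libraries of the genotypes is argued against by Ddit3, which rose 1.93-fold in the PERK −/− library at 8 h. Per unit of CPM, the TPM of Eif2ak3 was 0.284 in the WT control and 1.02 in the PERK −/− control, at the 99.98 percentile of 9705 genes. The controls had the widest gap. At 1 h the values were 0.589 and 0.814, at 2 h 0.326 and 0.682, at 5 h 0.420 and 1.13 and at 8 h 0.480 and 0.901, so the WT libraries also differed among themselves. Reads assigned to a shorter transcript in PERK −/− MEFs are a candidate explanation, which the gene tables cannot locate on the gene.

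The 603 genes at least 2-fold down in PERK −/− MEFs at 2 h had medians there of −0.55 at 5 h and −0.29 at 8 h, and of 0.12 in WT MEFs at 8 h. They were chosen against the same PERK −/− control, so their medians below 0 at 5 and 8 h can follow from the selection. Across genes, which are not independent replicates, Spearman's rho of the changes was 0.347 between WT MEFs and NIH3T3 cells at 2 h. Between WT MEFs at 8 h and NIH3T3 cells at 7 h it was 0.244. For PERK −/− MEFs against NIH3T3 cells, rho was 0.149 at 2 h and 0.00128 for 8 h against 7 h. Among genes changed in PERK −/− MEFs alone, chosen after their values were seen, Gm13213 had 194 expected counts in the control, 9 at 5 h and 163 at 8 h. LOC102637269 had 564 at 2 h, 0 at 5 h and 162 at 8 h. Rhox8 fell to a log2 change of −2.97 at 8 h, Col6a3 to −2.58 at 8 h and Pbxip1 to −2.90 at 2 h.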
